# Hemocytes and fat body cells, the only professional immune cell types in *Drosophila*, show strikingly different responses to systemic infections

**DOI:** 10.3389/fimmu.2022.1040510

**Published:** 2022-11-23

**Authors:** Vaibhvi Vaibhvi, Sven Künzel, Thomas Roeder

**Keywords:** hemocytes, fat body, insect immunity, innate immunity, Drosophila immunity, transcriptome

## Abstract

The fruit fly *Drosophila* is an excellent model to study the response of different immunocompetent organs during systemic infection. In the present study, we intended to test the hypothesis that the only professional immune organs of the fly, the fat body and hemocytes, show substantial similarities in their responses to systemic infection. However, comprehensive transcriptome analysis of isolated organs revealed highly divergent transcript signatures, with the few commonly regulated genes encoding mainly classical immune effectors from the antimicrobial peptide family. The fat body and the hemocytes each have specific reactions that are not present in the other organ. Fat body-specific responses comprised those enabling an improved peptide synthesis and export. This reaction is accompanied by transcriptomic shifts enabling the use of the energy resources of the fat body more efficiently. Hemocytes, on the other hand, showed enhanced signatures related to phagocytosis. Comparing immune-induced signatures of both cell types with those of whole-body responses showed only a minimal correspondence, mostly restricted again to antimicrobial peptide genes. In summary, the two major immunocompetent cell types of *Drosophila* show highly specific responses to infection, which are closely linked to the primary function of the respective organ in the landscape of the systemic immune response.

## Introduction

Insects, like all other invertebrates, rely exclusively on the innate immune system in their daily fight against infections of all kinds. However, as they can successfully fight off the vast majority of infections, they offer an impressive example of the efficiency of innate immunity (1). The reduced complexity of the innate compared to the adaptive immune system, however, does not mean that the innate immune system has a simple architecture. This complexity of the innate immune system manifests itself at different scales (2). For example, the immune responses of the fruit fly, as the insect model organism, differ significantly when it is infected with different types of pathogens, such as bacteria, fungi, parasites, or viruses (3, 4). Another level of complexity results therefrom that different organ systems are involved in the immune response. Here, especially the mucosal epithelia on the one hand and the professional immune organs on the other hand must be distinguished from each other. The epithelial immune response, which is particularly operative at the mucosal barrier organs, intestine, and trachea, shows peculiarities that are not found in this way in the other immunocompetent organs of *Drosophila* (5–9).

When it comes to fighting pathogens that have managed to overcome the epithelial surfaces and thus invade the body, two professional immune organs that combat such infections are of particular importance, the fat body, and the hemocytes. The fat body has the task to enable a humoral immunity, i.e. to release antibacterial agents into the hemolymph and therewith fight invading pathogens (1). The hemocytes, on the other hand, are responsible for cellular defense, which requires direct contact between the pathogen and these cells of the immune system to perform the task of pathogen control (10). As already indicated, the fat body and the hemocytes are the two organ systems that professionally deal with pathogen recognition and pathogen defense, which means that they are largely dedicated to pathogen defense. In the case of epithelia, be it the tracheal or the intestinal epithelium, it is assumed that immune defense is only one of several tasks to be performed (6, 11, 12). However, the same may be true for the fat body, which is the fly’s most important storage organ and plays a central role in the control of metabolism (13–15). Nevertheless, it is undisputed that both organs have by far the most important defense functions against invading pathogens. Looking at the molecular mechanisms of pathogen recognition, the central first step of activation of the innate immune system, fat body, and hemocytes show extensive similarities. Both organs use the Toll as well as the IMD signaling pathway for this task (1, 16).

This complexity of the innate immune system of *Drosophila* may be a major reason for the differential immune responses following infections with diverse pathogens (17). A recent study examined a range of bacterial pathogens to identify response specificity, the diversity of the immune reaction, and common signatures representing a “core” immune reaction (17). Interestingly this list of genes differed significantly from genes identified by an earlier transcriptome study as the basal immune-stress induced genes, which were called ‘*Drosophila* Immune Regulatory Genes’ (18). In addition to the immediate immune processes, which primarily involve the production of antimicrobial agents, these studies found activation of metabolic changes, stress responses, and other processes affected by bacterial infection (17, 18).

Despite the large body of information regarding the specificity and similarities of an immune response, critical knowledge gaps still exist in understanding the *Drosophila* immune response. In this context, the crucial question of the contributions of the major immunocompetent organs to the overall immune response remains mostly unanswered. We conducted the described study to fill this knowledge gap and to test the hypothesis that the reaction of both professional immune organs shows a high degree of commonalities. With this aim, we chose a pathogen that induces an intermediate response. Infection with *Bacillus subtilis* was particularly suitable for this purpose, as it showed the required characteristics, the induction of a strong systemic immune response, and the possibility that the fly resolved the infection within a few days. Contrary to our working hypothesis, the immune responses of hemocytes and fat body to infection with *Bacillus subtilis* showed minimal similarities in their transcript signatures, which were essentially limited to the family of antimicrobial peptide genes. Comparison of the immune responses of both organs with the ‘core’ immune response of the whole body also showed very little agreement. In summary, our study shows that the information from whole-animal analyses provides relatively little information about the processes in the major immune organs of the fly.

## Material and methods

### Fly strains and rearing

For all the experiments with tissue collection for sequencing, the strain *w^1118^* (Bloomington Stock Center #5905) was used. Other strains used include: Drs-GFP (Bloomington Stock Center #55707), Hml (Δ)-Gal4;UAS-eGFP (Bloomington Stock Center #30142) and *srpHemo-3xmCherry* (Gift from Daria Siekhaus, IST Klosterneuburg, Austria)). Animals were reared as previously described (19). In detail, they were raised on a standard cornmeal yeast medium at 25°C with 65% relative humidity and 12h:12h L:D cycle. The pupae were transferred to a modified exome matched holidic diet (20) and kept for 12 days on this before the tissues were obtained for sequencing.

### Bacterial infections and sterile injury

The following strains of bacteria were used: *Bacillus subtilis* (ATCC6051), *Serratia marcescens Db11*, *Erwinia carotovora carotovora* (Ecc2046). Infections were performed using secondary cultures of the bacteria grown in LB media at 30°C. The bacteria were suspended in sterile PBS and adjusted to the following OD_600_ for the different bacteria: *S. marscescens* - 0.01, *Ecc2046* – 15, and *B. subtilis* - 1.5. Infections were performed by dipping a minutin needle in this bacterial solution and piercing the thorax of animals (21). For sterile injury, the needle was dipped in sterile PBS and used to pierce the thorax. Bacterial load was also measured using the same protocol (21). Briefly, one fly was taken per sample at the given time, homogenized in PBS, and dot-plated in serial dilutions. The colonies were counted after overnight growth.

### Fat body and hemocyte isolation

Fat body was dissected from the dorsal abdominal region and directly transferred to RNA magic as described earlier (22). Hemocytes were extracted by removing the antenna and applying light pressure on the thorax of the animals to get a clear drop of hemolymph, which was further collected using a microcapillary (23) and directly suspended into RNA magic. For each replicate of fat body, one female was used, while for hemocytes, one replicate was made by pooling material from 5 females.

### Imaging of fat body and hemocytes

Fat bodies were dissected from the control and bacteria infected individuals as described in section 4.3. The tissue was further fixed for 15 minutes in 4% paraformaldehyde at room temperature and mounted on a microscope slide using RotiMount Flour-Care DAPI (#HP20.1, Carl Roth GmbH, Karlsruhe, Baden-Württemberg, Germany). The hemocytes were collected using a microcapillary as described earlier and the hemolymph volume was released onto a microscope slide coated with Poly-L-Lysine. This was immediately followed by putting a small drop of PBS over the hemolymph and incubating the slide in a moist chamber for 15 minutes, to let the cells adhere to the slide. The cells were further fixed using 4% Paraformaldehyde for 10 minutes, gently washed with 0.1% PBST (PBS containing 0.1% Tween 20) three times and mounted using Rotimount. Imaging was performed using fluorescence microscope equipped with Apotome or by using a CLSM880 (Carl Zeiss Image Axio Vision, Jena, Germany).

### RNA extraction and amplification

The cells in RNA Magic were homogenized using a bead ruptor (BioLab Products, Bebensee, Germany), and total RNA was isolated using the phenol-chloroform-isopropanol method. cDNA synthesis and amplification were done using the two-step Smart-Seq3 protocol (24). The amplification was performed using LA Taq TaKaRa (TaKaRa Bio, Shiga, Japan) using their provided protocol. The number of cycles required were tested for each sample by visualising the amplified product on agarose gel with amplification at multiple cycle numbers at a gap of three and picking the point in the exponential phase and before saturation.

### Sequencing and analysis

Library preparation was done using an adaption of the protocol described in Picelli et al., 2014 (25) and sequencing was done on the NextSeq 500 (Illumina, California, US) using the High Output Kit v2.5 (75 cycles). The quality of the reads was checked using fastqc (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). The trimming of low-quality reads, mapping to the reference genome (BDGP6) and calculation of read counts for each gene were done using CLC workbench (Qiagen, Hilden, Germany). The differential expression of each gene was calculated using the BioConductor package DESeq2 (26) [employing the shrinkage estimator apeglm (27)] and GO term analysis on differential expressed genes was performed using DAVID (28) and flyenrichr (29). Additional graphs were plotted using GraphPad Prism v7. For comparisons of the whole-body data set (17) to our dataset, their read counts for individual replicates were reanalysed using the same procedure as mentioned above. The expression levels for core genes were calculated as the average of the gene expression in all the bacterial treatments.

### Real-time PCR

The amplified cDNA was obtained as mentioned above and used for qRT-PCR following a protocol described earlier (30). Four to five biological replicates (with two technical replicates for each) were taken for every treatment of both cell types. The data was analyzed using ΔΔCt method, using RpL13 as the housekeeper for fat bodies and RpL32 for hemocyte samples. Multiple t-tests were performed to test for statistical significance and the two-stage linear step-up procedure (Benjamini, Krieger and Yekutieli) was used to calculate the adjusted p-value. The primers are mentioned below:

**Table:** 

Primers	Forward (5’-3’)	Reverse (5’-3’)
Rpl32	CCAGTCGGATCGATATGCTAA	GTTCGATCCGTAACCGATGT
Rpl13	CAGGCATGCGAACCGCGTCAA	CAGGCATGCGAACCGCGTCAA
Dip	GATGGTTTTGGCTTTGCAGT	TTTCCAGCTCGGTTCTGAGT
AttB	ACAATCTGGATGCCAAGGTC	TGTCCGTTGATGTGGGAGTA
Dro	GTTCACCATCGTTTTCCTGC	GGCAGCTTGAGTCAGGTGAT
Drs	GTACTTGTTCGCCCTCTTCG	AGCATCCTTCGCACCAGCAC
Mtk	CCACCGAGCTAAGATGCAA	AATAAATTGGACCCGGTCTTG
CecC	AAGATCTTCGTTTTCGTCGC	GTTGCGCAATTCCCAGTC

## Results

### Experimental setup and quality control

To compare the transcriptome responses of the fat body and hemocytes, we subjected both tissue types to the identical sequencing protocol. However, because adult hemocytes cannot be isolated in such quantities in pure form to allow direct sequencing, we used an amplification protocol for both tissues. Moreover, we employed a cDNA synthesis protocol that accounts for low abundance and hence results in minimal loss (24) and amplified this material by Rapid amplification of cDNA ends PCR [RACE - PCR (31)] (**Figure 1A**) (24).

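The RNA-seq data analysed here comprise 23 libraries of female w1118 flies. Fat body tissue of 1 animal was used per replicate, with 3 libraries each for control (C), sterile injury (S) and bacterial infection (I). Hemocytes were pooled from 5 animals per replicate, with 4 control, 5 sterile injury and 5 infection libraries. The legend of Figure 1 gives 5 replicates for each hemocyte group. Infected animals were sampled 20 hours after infection with Bacillus subtilis, a Gram-positive bacterium, and all animals had received a holidic diet, a chemically defined fly food, for 12 days. The authors synthesised cDNA with Smart-Seq3, a full-length protocol for low amounts of RNA, amplified it with a number of cycles chosen per sample, and sequenced it on a NextSeq 500. They counted reads per gene against BDGP6 in the CLC workbench and deposited the TPM values of all genes, together with a table of log2 fold changes and p-values from DESeq2 with apeglm shrinkage. TPM values carry no depth, but TPM multiplied by exon length came out as whole multiples of 1 step per library. Between 99.4% and 100% of the values of up to 10 reads lay within 1% of a whole number, so reads per library could be estimated. Fat body libraries held a median of 2787149 estimated reads in controls (1835926 to 4091334), 5295741 after sterile injury (4027182 to 11747842) and 4903838 after infection (3956903 to 5803303). Hemocyte libraries were shallower, with medians of 1319358 in controls (836077 to 1415918), 2480812 after sterile injury (1334850 to 4692464) and 1826234 after infection (543779 to 4011247). Genes above 0 TPM numbered 9442 to 11008 in fat body libraries, but 4009 to 5026 in control, 5874 to 6842 in sterile injury and 3946 to 6473 in infected hemocytes. The amplified reads are not independent molecules, so depth covers counting error only. For hemocytes, the sample labels and the column names of the TPM table assign the S and I columns the other way round, and the column names were used. Log2 fold changes from these columns followed the authors' deposited table for the same treatment with a Spearman's rho across genes of 0.857 (I) and 0.818 (S), against 0.602 and 0.594 for the other treatment. Differential expression was tested per organ with limma-trend on log2(TPM + 1), over genes with at least 1 TPM in as many libraries as the smallest group holds. All groups of an organ shared 1 estimate of the spread. As in Figure 2C, a Benjamini-Hochberg adjusted p-value under 0.05 and a log2 fold change beyond 0.6 defined differentially expressed genes. A log2 fold change is a difference between mean log2(TPM + 1) values and understates the change of genes with few TPM.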

**Figure 1:**
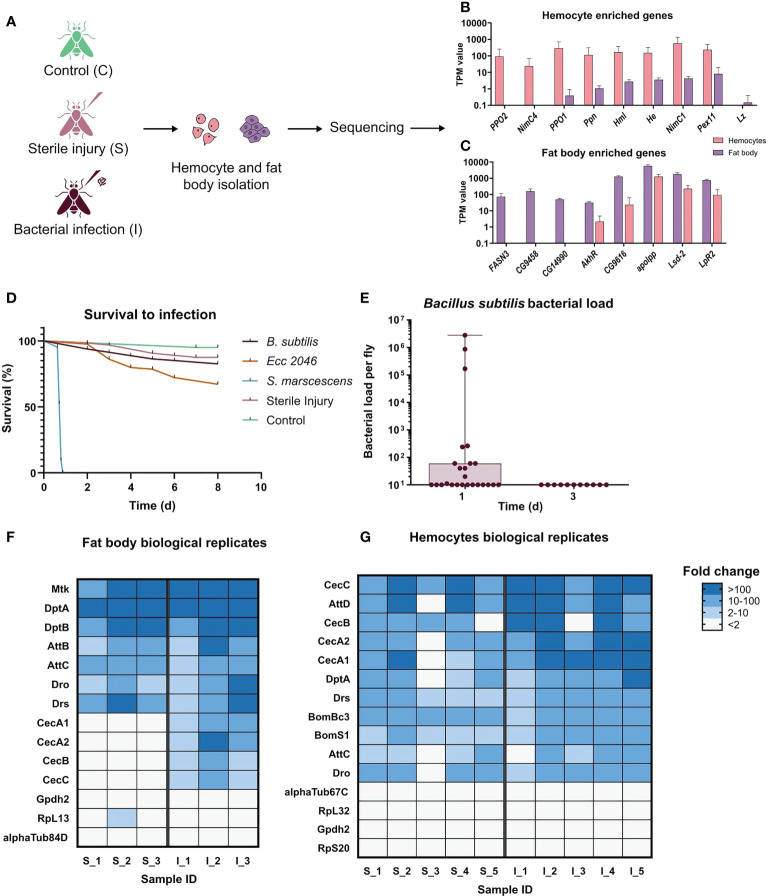
Experimental design of the systemic infection experiments. **(A)** Scheme showing the setup of the experiment. Samples were collected from control(C), sterile injury(S), and bacteria-infected (I) animals. Infections were performed using the bacterium *Bacillus subtilis*. Hemocytes and fat bodies were isolated 20 hours after infection, subjected to RNA extraction, cDNA synthesis, and amplification, and then sequenced. Three biological replicates were sequenced for fat body (one animal per replicate) samples and five for hemocytes (hemolymph pooled from 5 animals in each replicate). **(B)** TPM values for some known hemocyte-enriched genes in both hemocytes and fat bodies samples. Most genes show more than 100-fold higher transcript numbers in the hemocyte samples, indicative for a highly pure hemocyte preparation. **(C)** TPM values for some of the most enriched genes in the adult fat body according to Flyatlas2 (32) in both hemocytes and fat body samples. All genes show much higher expression in the fat body samples, indicative for a highly pure fat body cell preparation. **(D)** The survival curve of flies subjected to the following treatments: Untreated Control (n=40), Sterile Injury (n=64), *S. marcescens* systemic infection (OD_600_ 0.01; n=30), *Ecc2046* systemic infection (OD_600_ 15; n=82), *Bacillus subtilis* systemic infection (n=81). **(E)** Bacterial load of the flies 24 hours (n=25) and 72 hours (n=11) after infection with *Bacillus subtilis*. Each dot represents one animal, mean values ± S.D. **(F)** Heatmap of fold changes of read numbers for selected AMP and housekeeping genes in individual biological replicates for the injured and infected animals’ fat bodies. A number at the end of the treatment name indicates the individual replicates: S_1, S_2 and S_3 are sterile injury and I_1, I_2 and I_3 are bacteria infected. Fold change was calculated relative to the average TPM value in the control fat body. **(G)** Heatmap of fold changes for selected AMP and housekeeping genes in individual biological replicates for the injured and infected animals’ hemocytes. A number at the end of the treatment name indicates the individual replicates: S_1 - S_5 are sterile injury and I_1 - I_5 are bacteria infected. Fold change was calculated relative to the average TPM value in the control hemocytes.

We confirmed the purity of our hemocyte samples by looking at the hemocyte population obtained using the reporter lines *Hml-GFP* and *srpHemo-mcherry* and observed fluorescence in all cells obtained. Furthermore, we validated our amplification system by comparing the expression of well-known hemocyte marker genes in the hemocyte as well as fat body transcriptomes to confirm their enrichment in the former. These markers included *hemolectin*, *hemese* (33), which are known for all developmental stages, and some larval hemocyte markers including *Prophenoloxidase1*, *Prophenoloxidase2*, *papilin*, *Nimrod C4*, *Nimrod C1* and *Peroxin 11*, which are also present in adult hemocytes (34) (**Figure 1B**). 

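Across the 14 hemocyte and 9 fat body libraries, the mean TPM of these 8 marker genes was between 5.93-fold (Pex11) and 2247-fold (PPO1) higher in hemocytes, and 3 of the 8 exceeded 100-fold. In controls 4 of the 7 markers above 0 in the fat body did, and NimC4 was listed at 0 in all fat body controls. Hemolectin (Hml, FBgn0029167, chromosome 3L of BDGP6, 13846054 to 13860001) reached 174 ± 154 TPM (SD, n = 14) in hemocytes and 5.59 ± 8.99 TPM (SD, n = 9) in the fat body. This difference of 4.61 on the log2 scale (standard error 0.59) passed the threshold, with an adjusted p = 2.8e-06 from limma over all genes tested for a difference between the organs. PPO1 (FBgn0283437, 2R, 17887220 to 17889973) had 460 ± 653 TPM (SD, n = 14) against 0.205 ± 0.322 TPM (SD, n = 9), a log2 difference of 6.79. The spread between hemocyte libraries was wide, from 0.572 to 1947 TPM for PPO1. NimC1 was the 1 marker for which every hemocyte library (41.2 to 1717 TPM) lay above every fat body library (2.83 to 34.6 TPM). He (adjusted p = 0.241), NimC4 (adjusted p = 0.0534) and Pex11 (adjusted p = 0.0770) did not pass in limma, although their means were higher in hemocytes. Of the 16 organ markers of Figures 1B and 1C, 13 passed the threshold in the direction of their organ, and 10 did so when the control libraries alone were compared. From the enrichment of these genes, and from the fluorescence of reporter lines, the paper concludes that the hemocyte samples were pure.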

Consistent with the previous larval and adult hemocyte studies, no expression of *glial cells missing* or *glial cells missing 2*, which are only expressed in the embryonic stage of hemocytes (33) or *lozenge*, which is required for crystal cell differentiation, could be detected (**Figure 1B**). 

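The genes gcm (FBgn0014179, chromosome 2L of BDGP6, 9579498 to 9581745), gcm2 (FBgn0019809, 2L, 9608562 to 9612706) and lz (FBgn0002576, X, 9284649 to 9303636) were listed at 0 TPM in 14 of 14 hemocyte libraries. At the estimated depth, 3 reads of gcm would correspond to 0.392 TPM in the deepest hemocyte library and 3.75 TPM in the shallowest, and 3 reads of lz to 0.246 and 2.35 TPM. Lower levels were not detectable at this depth. In the more deeply sequenced fat body, each of these genes was above 0 in 6 of 9 libraries, at no more than 0.823 TPM for gcm, 0.655 TPM for gcm2 and 0.440 TPM for lz.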

Though there is no known marker for crystal cells in adults, the absence of *Lozenge* can indicate that our hemocyte population mainly consists of plasmatocytes. Similarly, for the fat body, the purity of samples was confirmed by the expression of some of the most enriched genes in this tissue according to flyatlas2 including *Fatty acid synthase 3*, *apolipophorin, CG9458, CG14990* and *CG9616* (**Figure 1C**). 

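FASN3 (FBgn0287184, chromosome 3L of BDGP6, 25752859 to 25762779) had 127 ± 122 TPM (SD, n = 9) in the fat body and 5.64 ± 12.5 TPM (SD, n = 14) in hemocytes. Its difference between the organs was -5.35 on the log2 scale, hemocytes minus fat body (standard error 0.71, adjusted p = 4.5e-06 from limma). In CG9616, every fat body library (560 to 1422 TPM) lay above every hemocyte library (0 to 365 TPM). CG9458 had a 62.6-fold higher mean in the fat body, and CG14990 a 3.15-fold higher mean. The transcript of apolpp was abundant in both, with 5408 ± 1681 TPM (SD, n = 9) in the fat body and 1471 ± 829 TPM (SD, n = 14) in hemocytes, a log2 difference of -2.09 (adjusted p = 5.7e-05 from limma). In the 4 control hemocyte libraries, FASN3, CG9458 and CG14990 were listed at 0.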

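Further genes with known functions in the fat body were also higher there by mean. The mean TPM of AkhR was 1.69-fold higher in the fat body than in hemocytes, with 90.7 ± 84.5 TPM (SD, n = 9) against 53.8 ± 95.9 TPM (SD, n = 14) over all treatments. In controls alone it was 14.6-fold higher, with 31.0 ± 5.24 TPM (SD, n = 3) against 2.13 ± 2.57 TPM (SD, n = 4). On the log2 scale the difference, hemocytes minus fat body, was -2.73 (standard error 0.89, adjusted p = 0.0217 from limma). Lsd-2 reached 1010.0 ± 690.1 TPM (SD, n = 9) in the fat body and 190.3 ± 104 TPM (SD, n = 14) in hemocytes. For LpR2 the means were 727 ± 177 TPM (SD, n = 9) and 234 ± 237 TPM (SD, n = 14). In controls, each of the 8 fat body markers was higher in all 3 fat body libraries than in all 4 hemocyte libraries. Chance gives 5.71% for 3 against 4 libraries in either direction. Over all 23 libraries this held for CG9616 alone.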

Additional highly enriched genes in the fat body with known functions in the tissue like *Adipokinetic hormone Receptor, Lipid storage droplet-2 and Lipophorin receptor 2*, were also detected in high abundances (**Figure 1C**) (32).

To identify the most suitable bacterium that generates a systemic infection and a corresponding response from the host, but at the same time causes low lethality and can be eliminated from the host after a few days, we performed preliminary tests with different bacteria. Here, *Bacillus subtilis*, *Erwinia carotovora (Ecc 2046)*, *Serratia marcescens*, and sterile injury was tested (**Figure 1D**). In contrast to infection with *Serratia marcescens* and *Erwinia carotovora (Ecc 2046)*, infection with *Bacillus subtilis* met the expectations and it could be completely eradicated within three days after infection was initiated (**Figure 1E**), implying that *Bacillus subtilis* only has a reduced pathological potential. To validate the functioning of the amplification and sequencing setup for the different treatments, we compared the expression values of a few antimicrobial peptides in the injured and infected animals’ fat body and hemocytes (**Figures 1F, G**). We compared the fold change in the TPM values of these AMPs in individual biological replicates relative to the average values for the respective tissue controls. All biological replicates show a consistent upregulation of most of the AMPs for both the cell types indicating the replicability in the data and showing that our infection induces a robust immune response in each of the biological replicates (**Figures 1F, G**). 

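Of the 11 AMP genes shown for the fat body, Dro, CecA1 and CecA2 were listed at 0 in all controls, so no fold change was computed for them. The other 8 genes gave 24 values in the 3 infected replicates. Each was at least 2-fold above the control mean, and 10 exceeded 100-fold. After sterile injury, 18 of 24 values reached 2-fold and 5 were at 0.5-fold or lower, all of them of CecB and CecC. Replicates of 1 group still differed widely. DptA (FBgn0004240, chromosome 2R of BDGP6, 18865765 to 18866260) was 218-fold above the control mean in the lowest infected replicate and 7796-fold in the highest. In hemocytes, CecC, CecB and CecA2 were listed at 0 in all controls. The other 8 genes reached 2-fold in 39 of 40 values after infection and in 35 of 40 after sterile injury. The exception after infection was AttC, at 0.961-fold in 1 replicate against 48.1-fold in the highest. CecA1 and CecA2, as well as AttA and AttB, are near-identical copies between which the counting could split reads. From these fold changes in individual replicates, the paper concludes that the data are replicable and that infection induces a robust immune response in each replicate.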

We additionally included the same analysis for a few housekeeping genes, which showed a maintenance of the expression values in almost all biological replicates. 

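For the housekeeping genes of the fat body, all 6 values of RpL13 and alphaTub84D lay between 0.5-fold and 2-fold of the control mean after infection, and 4 of 6 after sterile injury. These genes were measured at low levels, with 3.80 to 6.34 TPM of RpL13 and 1.28 to 3.47 TPM of alphaTub84D in controls. In hemocytes, 10 of 15 values of RpL32, RpS20 and alphaTub67C lay within this range after each treatment. The values outside were mainly those of alphaTub67C, which the paper shows as a housekeeping gene, at 0.165-fold or lower in all 5 libraries after sterile injury. After infection alphaTub67C was at 0 to 0.534-fold, with 4 of 5 libraries at 0.5-fold or lower. RpL32 fell to 0.276-fold in 1 infected replicate. Gpdh2 was listed at 0 in every hemocyte library and in the fat body controls.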

To provide an independent proof of functionality of the setup, we performed qRT-PCR on the amplified cDNA from the different treatments for selected AMPs (**Supplementary Figures 1A, B**). For both the cell types, we observed a significant increase in the expression levels of all the genes upon infection and for some of them upon injury. These results were consistent with what we observed from the transcriptomic analysis.

### Infection induced transcriptional changes in fat body are distinct from whole body responses

To demonstrate that the experimental infection elicited an immune response, we used a reporter line, where expression of GFP is under the transcriptional control of the *drosomycin* promotor (32, 35). Here, strong GFP signals were seen in fat body cells after infection, whereas no signal was seen in non-treated controls (**Figure 2A**). To evaluate the fat body dataset, we first performed a principal component analysis for the three treatment groups (control – C, sterile injury – S, and Infection - I) (**Figure 2B**) and observed very distinct separation and low variance in the samples of control and sterile injury. In contrast, bacteria-infected samples show very high variability. 

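In a principal component analysis of the 500 most variable genes of the fat body on log2(TPM + 1), PC1 explained 64.7% and PC2 10.4% of the variance. Libraries lay on average 35.0 units from their centroid after infection, against 19.6 in controls and 20.0 after sterile injury. With each library left out in turn, the distance of the infected group stayed between 25.2 and 36.5. Group centroids were 73.1 units apart for control and sterile injury, 50.2 for control and infection, and 38.4 for infection and sterile injury. With all tested genes in place of the most variable ones, PC1 explained 49.3% of the variance. The difference in spread between the groups was not tested.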

We also observe this high inter-replicate variability in bacteria-infected fat bodies in other experiments (unpublished work), which implies that this variance is an inherent feature of this complex biological treatment (36). To test the validity of our sequencing strategy, we checked the expression of AMP genes known to be regulated in response to infection in infected fat bodies compared to non-infected controls and detected strong increases between isolated fat bodies from infected animals and matching controls. Here, a clear increase in expression of these AMP genes was seen (**Figure 2C**). 

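Of the 14 AMP genes considered, 12 were tested in the fat body, and all 12 had a positive log2 fold change after infection. The median was 4.47, or 4.94 over the 9 genes above 0 in at least 1 control. For 11 of the 12, all infected libraries lay above all controls, where chance gives 10% for 3 libraries against 3 in either direction. In limma 0 of the 12 passed the threshold over all 7571 tested genes, as with voom, whereas 11 had an unadjusted p under 0.05 and 11 passed with p-values adjusted over the list alone. DptA reached 13506 ± 14494 TPM (SD, n = 3) after infection and lay between 0 and 6.15 TPM in controls. Its log2 fold change was 10.80 (standard error 1.26), with an adjusted p = 0.0610 from limma. Without infected replicate 1, in which DptA was at 819.6 TPM, limma's adjusted p was 0.0019. AttC (FBgn0041579, chromosome 2R of BDGP6, 13393705 to 13394667) rose from 355 ± 109 TPM (SD, n = 3) to 4898 ± 3580 TPM (SD, n = 3), a log2 fold change of 3.38 (adjusted p = 0.238 from limma, 0.0021 without infected replicate 1). As a set, the 12 genes were higher than other genes in limma's camera (adjusted p = 1.9e-12, preset correlation 0.01). This call held with fry, but not with a correlation estimated from the data. After sterile injury, 6 of the 12 passed over all genes, 7 over the list alone, and all replicates were above all controls for 7. The paper states that expression of these AMP genes clearly increased.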

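In limma, no gene of the infected fat body passed both thresholds against controls, among 7571 tested genes. The smallest adjusted p was 0.0610, and 1255 genes (16.6%) had an unadjusted p under 0.05. Infected and control libraries did not overlap for 21.1% of tested genes, where chance gives 10%. With voom on the reads recovered from TPM, an analysis chosen after seeing the data, the count was also 0. It was 158 without infected replicate 1 and at most 4 under the other settings tried. After sterile injury, 1140 genes were differentially expressed, 763 upregulated and 377 downregulated, and in 1139 of them the groups did not overlap. The median log2 fold change over all tested genes was -0.18 after sterile injury and 0.12 after infection. With this shift removed by median centring, 828 genes were upregulated and 829 downregulated after sterile injury. The count was 2111 with array weights, 714 with the replicate number as a block and 1072 with voom. It fell to 559, 370 and 405 without control replicate 1, 2 or 3, and to 373, 544 and 244 without sterile injury replicate 1, 2 or 3. Between infected and sterile injury fat bodies, limma gave 0 differentially expressed genes, with 1084 at an unadjusted p under 0.05. Voom gave 1, and 441 passed without infected replicate 2. In simulated fat body data with the measured spread, 22.2% of genes planted with a 4-fold change were recovered, so many changes of this size would be missed. Counting error enters both the measured spread and the reads drawn on it, so this share may be too low. The authors' deposited table marks 489 genes for infection and 1580 for sterile injury. Of those tested here, 100% and 99.9% changed in the same direction, and 93.0% and 95.1% did so with an unadjusted p under 0.05.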

Comparing the data of infected animals and those subjected to sterile injury with matching controls, we found 490 genes regulated in bacterial infection (447 upregulated and 43 downregulated) and 1580 regulated genes in response to sterile injury (1221 upregulated, 359 downregulated, **Figure 2D**; **Supplemental Table 1**).

**Figure 2:**
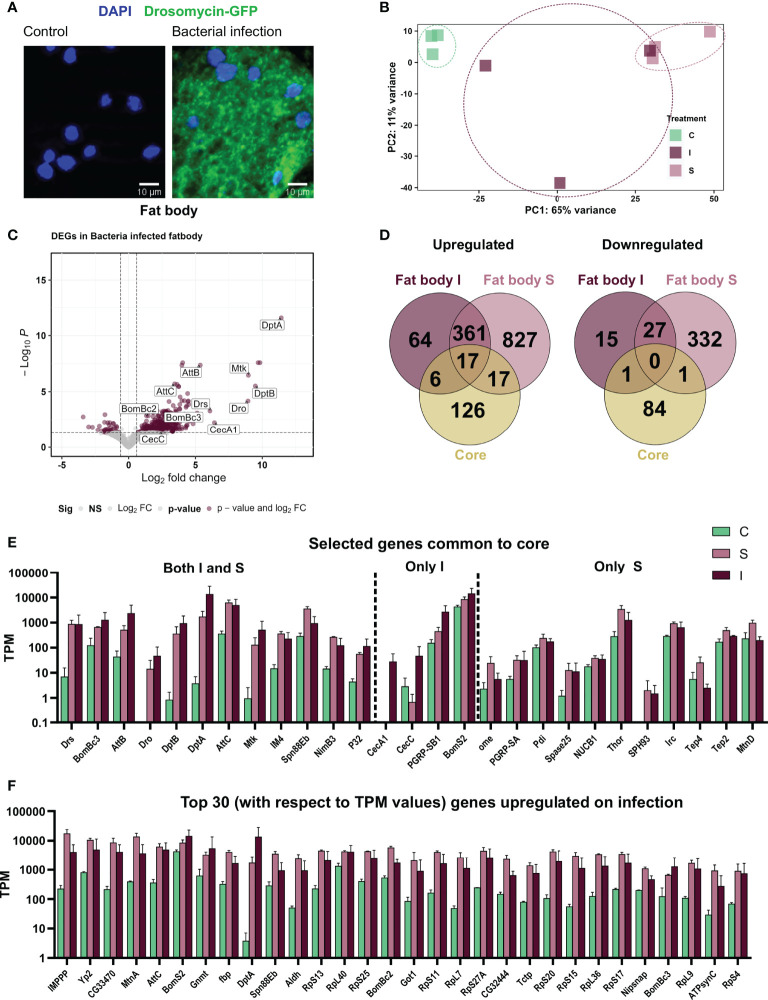
Systemic infection with *Bacillus subtilis* as well as sterile injury exert an immune response in the adult fat body. **(A)** The fat body from the reporter line *Drosomycin-GFP* in non-treated controls (left) and after infection with *B. subtilis* (right). The nuclei are stained with DAPI. **(B)** Principal Component Analysis plot showing the first two principal components for the RNA-seq analysis of control **(C)**, sterile injury (S), and bacteria-infected **(I)** fat bodies. **(C)** Volcano plot depicting the differentially expressed genes in bacteria-infected fat body cells as compared to untreated control fat bodies. The genes passing the threshold (adjusted p-value < 0.05, log_2_fold change > 0.6) were considered differentially expressed and are marked in maroon and the rest of the genes are marked in gray. **(D)** Venn diagram analysis of the common number of regulated genes in the bacteria infected **(I)** and sterile injury (S) fat body data sets and the ‘core’ genes from whole body infection experiments are shown separately for the upregulated and downregulated genes. ***(*E*)*** Transcript per Million (TPM) values are shown for selected genes that were commonly regulated between the full body ‘core’ dataset and the bacteria infected **(I)** and sterile injury (S) fat body data set. **(F)** TPM values are shown for the top 30 upregulated genes (in terms of read counts) in bacteria-infected fat bodies.

We next compared the immune induced response of the fat body to the 252 ‘core’ genes found in averaged-out whole-body reaction (17). We observed only minimal overlap in the infection-induced upregulated genes in the fat body and the whole-body datasets and almost no commonality in the cohorts of downregulated genes. There were only 17 genes common in both S and I fat body and ‘core’, with most of them being AMP genes. Further, there were a few genes only common between infection (I) and ‘core’ which also mainly included AMPs, while in comparison to sterile injury (S) more immune-related genes were included (**Figures 2D, E**). Looking at the 30 most abundantly expressed upregulated genes on infection, we found some important immune effectors including AMPs and IMPPP and many ribosomal protein genes (**Figure 2F**). This indicates the importance of a highly upregulated translation machinery for the functionality of fat body against bacterial invaders. 

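The genes marked as upregulated in the authors' deposited table were ranked by their mean TPM in the 3 infected fat body libraries. Of the 30 most abundant, 24 are those of Figure 2F, 13 encode ribosomal proteins and 8 are AMP or Bomanin genes. The legend of Figure 2F ranks by read counts, and by share of recovered reads these numbers were 24, 10 and 6. By TPM BomS2 ranked 1 (3 by reads), with 14258 ± 8709 TPM (SD, n = 3) after infection and 4267 ± 644 TPM (SD, n = 3) in controls, a log2 fold change of 1.46 (adjusted p = 0.261 from limma). IMPPP (FBgn0288447, chromosome 2R of BDGP6, 13407011 to 13408358) had 4068 ± 3226 TPM (SD, n = 3) after infection, but 17443 ± 6189 TPM (SD, n = 3) after sterile injury. In sterile injury its log2 fold change was 6.28 (standard error 0.60, adjusted p = 0.0049 from limma). Only 8 of the 30 genes had a higher mean after infection than after sterile injury, and in 0 of them did every infected library lie above every sterile injury library.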

A considerable portion of regulated genes overlaps between both datasets from the fat body (sterile injury and infection, **Figure 2D**). These include nearly 377 upregulated genes, which could represent the ‘core’ gene set induced in immune-related stress in the fat body. 

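In limma, 0 genes of the fat body were upregulated in both treatments, because no gene passed after infection. At an unadjusted p under 0.05, 617 genes were higher in both, of 871 after infection and 1278 after sterile injury. Both treatments were compared with the same 3 control libraries, so genes at an unadjusted p are shared in part without any effect. In 100 simulations of unchanged groups against these controls, 35 to 70 genes were higher in both, with a mean of 55.6. Each gene was drawn independently, without the correlation between genes of real libraries. The simulated ranges are therefore too narrow to set a chance limit. Pearson's r across genes between the log2 fold changes of both treatments was 0.801, against a simulated mean of 0.505 (0.463 to 0.541). Of the 500 highest log2 fold changes of each treatment, 299 genes were shared, against 161 to 208 in the simulations. Without infected replicate 1, 112 genes passed both thresholds in both treatments. In the authors' deposited table, 26 genes are marked as downregulated in both treatments.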

GO term analysis of these central genes, as well as those ones specifically regulated in either treatment, indicated most genes were associated with similar processes. We provide a schematic summary of the processes upregulated and the percentage of genes activated in each process in S and I fat bodies (**Figure 3A**) and show the fold change in expression values for the most highly expressed genes for these processes (**Figure 3B**). Apart from the classical innate immune response, the most prominent process is translation with nearly 70 regulated genes. Most regulated genes are upregulated, which implies higher transcriptional/translational activity. 

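The 85 ribosomal protein genes of the fat body had a median log2 fold change of 1.27 after infection, and 94.1% of them were higher than in controls. Against other genes, the set was higher in limma's camera (adjusted p = 4.3e-14). After sterile injury the median was 0.94, with 82.4% higher (adjusted p = 3.3e-07 from limma's camera). In limma, 22 of the genes were upregulated and 1 downregulated after sterile injury, and 0 passed after infection. Neither set call held with fry or with an estimated correlation. The change was unequal between the genes. RpS20 (FBgn0019936, chromosome 3R of BDGP6, 20822181 to 20823356) rose from 105 ± 34.3 TPM (SD, n = 3) to 4191 ± 775 TPM (SD, n = 3) after sterile injury. Its log2 fold change was 5.33 (standard error 0.99, adjusted p = 0.0108 from limma), with an adjusted p of 0.0505 in limma without sterile injury replicate 3. RpS18 (FBgn0010411, 2R, 20263979 to 20264848) had the highest log2 fold change of the set, 5.78. RpL15 (FBgn0028697, 3L, 27267255 to 27268445) was abundant and lower, at 20077 to 24479 TPM in controls and 10461 to 12929 TPM after sterile injury. In infected fat bodies RpS20 was at 141, 797 and 4863 TPM in the 3 replicates. Mitochondrial ribosomal protein genes had a median log2 fold change of 0.88 after infection and 0.78 after sterile injury. The paper takes the upregulation of most regulated genes to imply a higher transcriptional and translational activity.

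**Figure D1:**
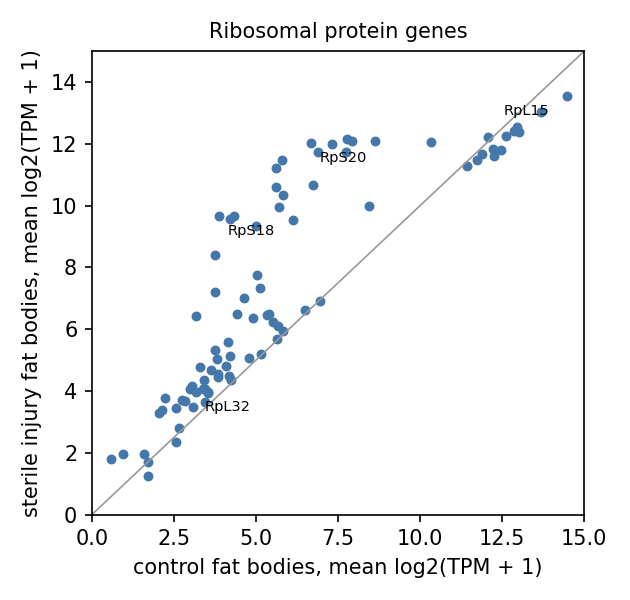
Mean log2(TPM + 1) of the 85 ribosomal protein genes in control (x axis, n = 3) and sterile injury (y axis, n = 3) fat body libraries, 1 point per gene, with a diagonal of equal expression. Of the points, 70 lie above the diagonal and 15 on or below it, and the labelled genes are RpL15, RpS20, RpS18 and RpL32.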

Interestingly, GO terms such as proteasomal machinery, ubiquitin-based protease activity, and protein export are also enriched. 

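The 31 proteasome genes tested in the fat body had a median log2 fold change of 1.03 after infection (90.3% higher, limma camera, adjusted p = 1.4e-04) and 1.56 after sterile injury (limma camera, adjusted p = 2.3e-06). Of these, 12 were upregulated in limma after sterile injury. For the 16 genes of protein export, the medians were 1.00 after infection (limma camera, adjusted p = 0.0147) and 1.36 after sterile injury (limma camera, adjusted p = 0.0037), with 4 upregulated genes after sterile injury. In infected compared with sterile injury fat bodies, the proteasome genes were lower, with a median of -0.53 (limma camera, adjusted p = 4.5e-04). That call was lost without infected replicate 3. The call of protein export after infection was lost without infected replicate 2 (adjusted p = 0.0622), with a mean of at least 10 TPM and with array weights, and its call after sterile injury with a mean of at least 10 TPM. None of these set calls held with fry. In the authors' deposited table, 10 proteasome and 4 protein export genes are marked as upregulated after infection, and 17 and 8 after sterile injury.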

We also observed terms related to increased oxidation-reduction processes, which are already known to be crucial for fighting infection or any stress. 

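For 58 genes of oxidative phosphorylation tested in the fat body, the median log2 fold change was 0.83 after infection and 0.82 after sterile injury. Against other genes, camera gave an adjusted p = 0.0190 for infection and 2.5e-05 for sterile injury, and neither call held with fry or an estimated correlation. The call for infection was also lost with a mean of at least 10 TPM, with array weights, with the length trend removed, and without control replicate 1 or infected replicate 2. After sterile injury, 12 of the genes were upregulated in limma and 0 downregulated. The V-ATPase genes were not set apart from other genes after infection, with a median of 0.20 (limma camera, adjusted p = 0.492).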

Oxidative phosphorylation-related GO terms are also enhanced, which points to a metabolically active fat body that requires much energy. We also see a small number of metabolic genes included in processes like lipid homeostasis, sugar transport, glycogen metabolism, and fatty acid degradation. 

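Of the 10 commonly downregulated genes shown in Figure 3B, 9 were tested in the fat body, and all 9 were lower than in controls in both treatments. The median log2 fold change was -1.63 after infection and -1.94 after sterile injury. After sterile injury 6 of the 9 passed the threshold in limma, and after infection 0 did, although 7 had an unadjusted p under 0.05, and voom also called 6 and 0. These genes were chosen by the paper on the same libraries.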

The downregulated genes did not yield significant GO terms.

**Figure 3:**
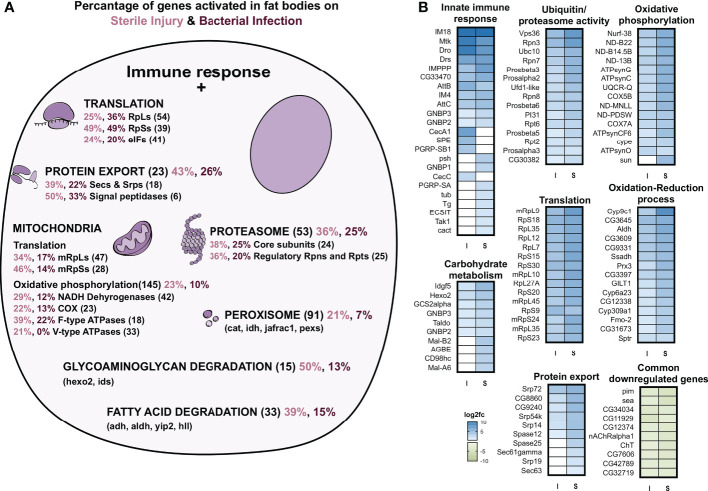
GO term analyses of genes regulated in the fat body in response to infection and sterile injury. **(A)** Summary of the processes activated on top of the classic antibacterial response in fat body cells on bacterial infection or sterile injury. For each process, the total number of genes associated with the process is shown in brackets next to it. Out of these genes, the percent activated in bacterial infection are shown in maroon and in sterile injury in pink color. For some processes, the subunits are shown (like the *RpLs* and *RpSs* for translation) and for some processes, some selected genes are shown (like *hexo2* and *ids* for glycosaminoglycan degradation). **(B)** The log_2_ fold changes of selected genes from the processes shown in A are plotted as heatmaps for bacterial infection (I) and sterile injury(S). For the innate immune response all associated activated genes are shown, while for the rest, the top 10-15 genes were picked based on the magnitude of fold change expression. The top 10 commonly downregulated genes in I and S with the highest fold change in expression are also shown.

### Infection induced transcriptional changes in hemocytes are distinct from those observed in whole body data sets

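All 14 AMP genes had a positive log2 fold change in infected hemocytes, with a median of 6.51 that was the same with and without the 4 genes listed at 0 in all controls. In limma, 10 of the 14 passed over all 6607 tested genes and 13 with p-values adjusted over the list alone. In 6 of the 14, all infected libraries lay above all controls, where chance gives 1.59% for 5 against 4 in either direction. Drs (FBgn0283461, chromosome 3L of BDGP6, 3369556 to 3369942) reached 10744 ± 7630 TPM (SD, n = 5) after infection and 282 ± 247 TPM (SD, n = 4) in controls, a log2 fold change of 5.39 (standard error 0.76, adjusted p = 6.7e-04 from limma). For DptA the log2 fold change was 7.14 (standard error 1.06, adjusted p = 7.5e-04 from limma). With voom on the recovered reads, limma's adjusted p was 0.459 for Drs and 0.680 for DptA. AttD was at 1949 ± 2135 TPM (SD, n = 5) after infection, while its control value of 1.13 ± 2.26 TPM (SD, n = 4) rests on 3 reads in 1 library. CecC was listed at 0 in the 4 controls and at 14.1 to 1718 TPM after infection. As a set, the AMP genes were higher than other genes in camera (adjusted p = 4.9e-29), and this call held with fry and with an estimated correlation. The 12 Bomanin genes had a median of 2.56 (limma camera, adjusted p = 1.8e-12), a call that held with fry only. After sterile injury, the AMP genes had a median of 4.22, 1 passed over all genes and 13 over the list alone.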

As for the fat bodies, we also could confirm the induced expression of AMPs in hemocytes upon infection using the AMP reporter lines (**Figure 4A**) and further identified this in the transcriptomic analysis (**Figure 4C**). The principal component analysis of the hemocyte samples showed a clustering based on their infection state (**Figure 4B**). 

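In the principal component analysis of the 500 most variable genes of hemocytes, PC1 explained 14.6% and PC2 12.2% of the variance. The centroids of infection and sterile injury were 49.2 units apart, against 64.2 for infection and control and 59.8 for sterile injury and control. Libraries lay on average 75.3 units from their centroid in controls, 68.1 after infection and 52.7 after sterile injury. The spread within groups was of the same size as the distance between them.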

We observe that samples from sterile wounding and from bacterial infection are closer to each other than unhandled control samples. 

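In hemocytes, limma gave 23 differentially expressed genes after infection among 6607 tested, 20 upregulated and 3 downregulated, with 566 genes at an unadjusted p under 0.05. Infected and control libraries did not overlap in 16 of the 23, and in 2.04% of all tested genes, where chance gives 1.59%. The count was 11 without the filter on low values, 49 with the length trend removed and 44 with voom on the recovered reads. It was 44 without control replicate 1, 35 without infected replicate 1 and 15 without infected replicate 2. After sterile injury, PGRP-SB1 and Drs were upregulated, with an adjusted p = 0.0483 from limma for both. In total, 688 genes had an unadjusted p under 0.05. The count rose to 318 with the length trend removed and to 61 with voom, and it was 0 with median centring. It was 10 without control replicate 1 and 8 without infected replicate 1. It was 4 without sterile injury replicate 3, 1 without control replicate 4, and 0 without control replicate 3, sterile injury replicate 1, 2 or 5, or infected replicate 2 or 3. The median log2 fold change of all tested genes was 0.67 after sterile injury and 0.15 after infection. Between infected and sterile injury hemocytes limma gave 0 genes, with 407 at an unadjusted p under 0.05, and voom gave 1. The residual SD of the median gene was 2.20 in hemocytes, against 0.511 in the fat body. In hemocyte data simulated from the measured spread, 0.103% of genes planted with a 4-fold change were recovered. The measured spread already holds counting error, which the drawn reads add again, so this share may be too low. The authors' deposited table marks 469 and 291 genes. Of those tested here, 100% changed in the same direction, 58.4% of them with an unadjusted p under 0.05 for infection and 81.5% for sterile injury.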

Comparing treated hemocytes with controls, we identified 469 (341 upregulated, 128 downregulated) genes regulated in bacterial infection and 291 (260 upregulated and 31 downregulated) in sterile injury (**Figure 4D**). We further compared the immune-stress induced response of hemocytes to the whole-body ‘core’ immune-related genes. There was, as seen for the fat body, no significant commonality in the downregulated genes, while for activated genes, the small number of common genes mainly included AMP genes (especially for the bacterial infection treatment) and, in addition, a few genes involved in immune response pathways (**Figures 4E, F**)

**Figure 4:**
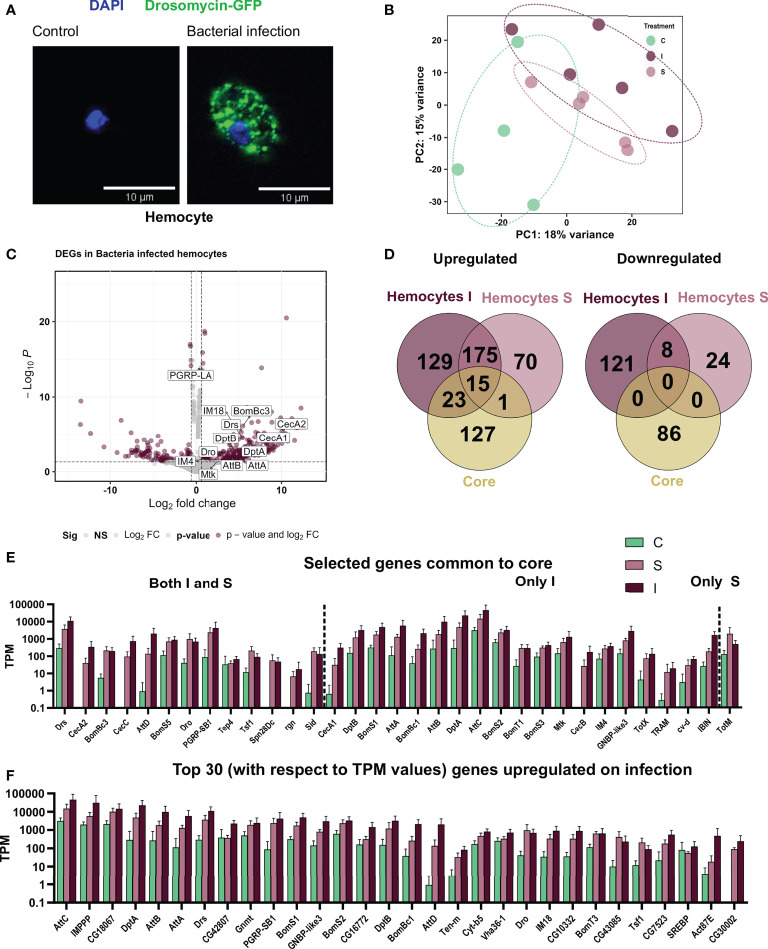
Responses of adult hemocytes to systemic infection and to sterile injury. **(A)** Hemocytes from the reporter line *Drosomycin-GFP* left untreated (left) and after infection with *B. subtilis* (right). The nuclei are stained with DAPI. **(B)** Principal Component Analysis plot showing the first two principal components for the RNA-seq analysis of control (C), sterile injury(S), and bacteria infected (I) adult hemocytes. **(C)** Volcano plot depicting the differentially expressed genes in bacteria infected hemocytes as compared to untreated control hemocytes. The genes passing the threshold (adjusted p-value < 0.05 and log_2_fold change > 0.6) were considered differentially expressed and are marked in maroon and the rest of the genes are marked in gray. Some of the differentially expressed AMPs are labeled in the graph. **(D)** Venn diagram analysis of the common number of regulated genes in the bacteria infected (I) and sterile injury (S) hemocytes (each compared to untreated controls) and the ‘core’ genes from the whole body are shown separately for the upregulated and downregulated genes. **(E)** Transcript per Million (TPM) values are shown for selected genes that were commonly regulated between the full body ‘core’ dataset and the bacteria infected (I) and sterile injury (S) hemocyte data sets. **(F)** TPM values are shown for the top 30 upregulated genes, i.e., the DEGs with the highest abundance values in terms of read counts, in bacteria infected hemocytes.

### Functionally relevant processes activated in hemocytes upon infection

We see a ‘central’ set of 190 genes commonly upregulated upon sterile injury and bacterial infection (**Figure 4D**). 

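In limma, PGRP-SB1 and Drs were the 2 genes of hemocytes upregulated in both treatments. PGRP-SB1 (FBgn0043578, chromosome 3L of BDGP6, 16727299 to 16727989) had 4066 ± 5072 TPM (SD, n = 5) after infection, 2299 ± 2078 TPM (SD, n = 5) after sterile injury and 98.7 ± 169 TPM (SD, n = 4) in controls. For Drs the mean after sterile injury was 3596 ± 2777 TPM (SD, n = 5). The count was 40 with the length trend removed, 8 with voom and 0 with median centring. With voom, PGRP-SB1 (adjusted p = 0.323 for infection and 0.264 for sterile injury) and Drs (adjusted p = 0.459 and 0.551) are not among the 8. It was 7 without control replicate 1 or infected replicate 1, 4 without sterile injury replicate 3, and 0 without control replicate 3 or 4, sterile injury replicate 1, 2 or 5, or infected replicate 2 or 3. At an unadjusted p under 0.05, 162 genes were higher in both treatments, against 23 to 53 in 100 simulations of unchanged groups that share the control libraries. As genes were drawn independently of each other, these simulated ranges are too narrow to set a chance limit. Of the 500 highest log2 fold changes of each treatment, 199 genes were shared, within the simulated range of 164 to 211. Pearson's r across genes was 0.683, against a simulated mean of 0.559. The paper regards the genes upregulated in both treatments as a central set of the hemocyte response.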

Considering both treatments, we found that the GO term with the highest statistical support is “immune response”. Although the number of genes was not large enough for a statistically relevant GO term analysis, we found some genes associated with relevant processes (**Figure 5**). Many genes were related to the oxidation-reduction process, as in the fat body, which might be essential for a highly active hemocyte to fulfill its tasks. 

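Of the 23 oxidation-reduction genes shown in Figure 5, all 23 were higher in infected than in control hemocytes, 13 of them with an unadjusted p under 0.05, and 0 passed the threshold in limma. Voom on the recovered reads, chosen after seeing the data, called 1 (CG10512). In 7 of the 23 all control values were listed at 0. The median log2 fold change of the other 16 was 3.72 after infection. After sterile injury 22 of the 23 were higher, 18 with an unadjusted p under 0.05, and 0 passed in limma and 6 with voom. The paper chose these genes because they were upregulated in the same libraries.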

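For actin-related processes, cell shape, adhesion and phagocytosis, Figure 5 shows 30 genes. In infected hemocytes all 30 were higher than in controls, 14 with an unadjusted p under 0.05, and 0 passed in limma, but 2 (capu and Cortactin) with voom, chosen after seeing the data. Of these genes, 8 were listed at 0 in all controls, and the other 22 had a median log2 fold change of 2.81. After sterile injury 29 of 30 were higher, 13 with an unadjusted p under 0.05, and 0 passed in limma, but 3 (Itgbn, ras and Membrin) with voom. A separate list of 26 tested phagocytosis and actin genes, fixed before the values were examined, had a median of 0.90 after infection, with 18 higher and 8 lower. In limma 4 of them had an unadjusted p under 0.05, and 0 passed over all genes tested or adjusted over the list alone, while voom called Cortactin, and the set was not apart from other genes (limma camera, adjusted p = 0.259).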

Other genes we noticed included well-known and essential targets of the processes like actin cytoskeleton rearrangement, microtubule organization, cell morphogenesis, phagocytosis, cell migration, and adhesion. Some genes were also conspicuous that are related to metabolic changes, including lipid metabolism, Golgi organization, and proteolysis. 

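Figure 5 further shows 9 genes of lipid metabolism, all 9 of them higher in infected hemocytes, 2 with an unadjusted p under 0.05. Of 7 genes of Golgi organisation, all 7 were higher and 2 reached an unadjusted p under 0.05. Of 13 proteolysis genes, all 13 were higher, 5 with an unadjusted p under 0.05, and 1 passed the threshold in limma. In 9 of these 13, all control values were listed at 0. For lipid metabolism and Golgi organisation 0 genes passed in limma. Voom, chosen after seeing the data, called 0 and 1 (CG9356) of these, and 2 of the proteolysis genes (CG30002 and CG11841). After sterile injury, 5 of the 9, 6 of the 7 and 11 of the 13 genes were higher at an unadjusted p under 0.05, and 0 passed in limma, while voom called 1 (CG42668), 3 (Use1, dop and CG8230) and 6. Of the commonly downregulated genes, 5 were tested, all 5 were lower after infection, and dhd passed in limma, though not with the length trend removed. As dhd is an ovary gene, less RNA of ovary cells in the infected libraries is a candidate explanation for its fall. Voom called CG13126 and dhd in both treatments.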

The lipid homeostasis genes were also active in larval hemocytes on an infection or wound (33). This points to an important role of lipid homeostasis in hemocytes facing immune stress. On top of that, the active hemocytes show increased expression of genes associated with an increased breakdown of proteins, which could provide energy and metabolites. The downregulated genes in infected hemocytes have, presumably due to the low number, no significantly enriched GO terms.

**Figure 5:**
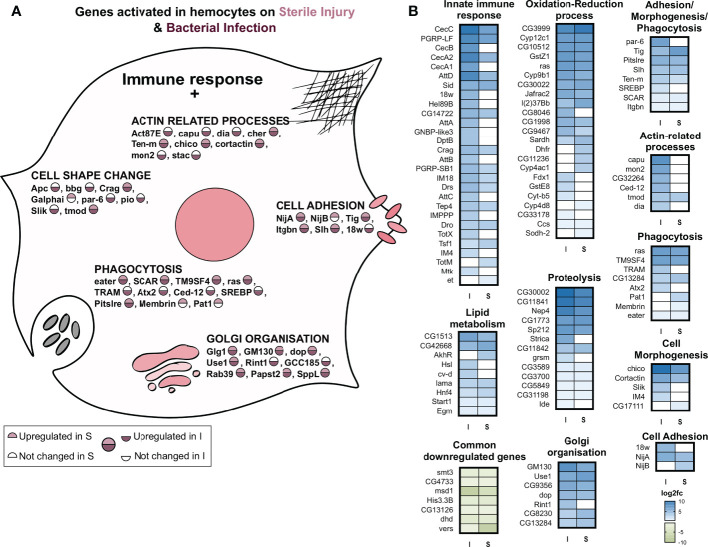
GO term analysis of the processes that are regulated in response to infection or sterile injury in adult hemocytes. **(A)** Summary of the processes activated in addition to the classic antibacterial response in hemocytes to bacterial infection (I) or sterile injury (S). For each process, selected genes are shown with the circle depicting their activation in I and S. As shown in the scale below, the upper half of the circle shows the upregulation in S, where no color means no change in expression while pink shows upregulation. The lower half shows the same information for I, with no color for no expression change and maroon for upregulation. **(B)** The log_2_ fold changes of genes associated with the GO terms of the processes shown A are plotted as heatmaps for bacterial infection (I) and sterile injury (S) hemocytes. The commonly downregulated genes in I and S are also shown.

One aim of this study was to gain a deeper understanding of the mechanisms in adult hemocytes that are induced after infection. To this end, we analyzed in more detail the top 30 expressed genes, i.e., those with probably the greatest importance, among the upregulated ones (**Figure 4F**). As expected, most of the induced antimicrobial peptides were among the most highly expressed genes in hemocytes after infection. *AttC* was the most highly expressed gene, followed by *baramicin A2* (IMPPP) and *bombardier* (CG18067). Moreover, among the most highly expressed genes were other *attacins*, *diptericins*, and *bomanins*, as well as *drosomycin*. Expression of these AMPs in hemocytes may also aid in killing ingested *Bacillus subtilis* in systemic infection experiments. 

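AttC reached 44353 ± 46093 TPM (SD, n = 5) in infected hemocytes, between 2395 and 119948 TPM, and 2492 ± 830.0 TPM (SD, n = 4) in controls. Its log2 fold change was 3.29 (standard error 0.70), with an adjusted p = 0.0238 from limma. The adjusted p lay between 0.0585 and 0.111 without control replicate 3 or 4 or infected replicate 2, 4 or 5. IMPPP followed with 29910 ± 47115 TPM (SD, n = 5), of which 1 library held 113814 TPM, against 2105 ± 859 TPM (SD, n = 4) in controls (log2 fold change 2.73, adjusted p = 0.0671 from limma). By mean TPM, DptA came next, with 21850 ± 19568 TPM (SD, n = 5). CG18067 (FBgn0034512, chromosome 2R of BDGP6, 20534245 to 20535835) followed, with 14115 ± 12935 TPM (SD, n = 5) against 1552 ± 374 TPM (SD, n = 4), and all 5 infected libraries lay above all controls. Its log2 fold change was 2.71 (standard error 0.51, adjusted p = 0.0063 from limma). With median centring, the adjusted p from limma was 0.0691 for AttC and 0.0556 for CG18067, and with voom on the recovered reads 0.904 and 0.747. The legend of Figure 4F ranks by read counts. By mean share of recovered reads, AttC, IMPPP and CG18067 ranked 1, 2 and 3, as in the paper, and DptA 4. Differences among these means are smaller than the spread between replicates. Of the 30 genes with the highest TPM among those marked as upregulated in the authors' deposited table, 24 are those of Figure 4F, 15 are AMP or Bomanin genes and 0 encode ribosomal proteins. By reads these numbers were 27, 12 and 0.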

Phagocytosis and killing of *B. subtilis* is a phylogenetically ancient process (37). 

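Vha36-1 (FBgn0022097, chromosome 2R of BDGP6, 15541435 to 15542498) encodes a subunit of the V-ATPase, a proton pump. It had 699 ± 390 TPM (SD, n = 5) in infected hemocytes, 325 ± 112 TPM (SD, n = 5) after sterile injury and 201 ± 88.9 TPM (SD, n = 4) in controls. The log2 fold change after infection was 1.71 (standard error 0.78, adjusted p = 0.549 from limma), with 4 of 5 infected libraries above all controls. Its rank among the upregulated genes by mean TPM was 25.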

Of note are genes that are not primarily associated with an immune response, but which may be particularly important, for example, for digesting ingested bacteria (*Vha36-1*). In addition, several genes that play central roles in the control of metabolism should be mentioned, with *Gnmt* and *SREBP* being particularly prominent. 

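Gnmt (FBgn0038074, chromosome 3R of BDGP6, 12674608 to 12676084) ranked 13 by mean TPM in infected hemocytes, and 10 by share of recovered reads, among the genes marked as upregulated in the authors' deposited table, with 2343 ± 2216 TPM (SD, n = 5) against 409 ± 314 TPM (SD, n = 4) in controls. Its log2 fold change was 2.48 (standard error 0.76, adjusted p = 0.226 from limma), and 4 of 5 infected libraries lay above all controls. SREBP (FBgn0261283, 3L, 19793935 to 19798979) ranked 69 by TPM and 27 by reads, with 124 ± 115 TPM (SD, n = 5) against 21.0 ± 15.4 TPM (SD, n = 4). All 5 infected libraries lay above all controls, while the log2 fold change of 2.69 (standard error 1.27) did not pass, with an adjusted p = 0.565 from limma. After sterile injury Gnmt had 1855 ± 1295 TPM (SD, n = 5) and SREBP 53.7 ± 12.1 TPM (SD, n = 5).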

Comparing this list of most highly expressed genes induced by infection with those following sterile injury reveals significant differences. It is striking that, those AMPs that were upregulated in response to infection did not do so to the same extent after sterile injury.

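Of the 30 genes with the highest TPM in infected hemocytes among those marked as upregulated in the authors' deposited table, 29 had a higher mean after infection than after sterile injury. These genes were selected on the same infected libraries, which favours infection in this comparison, so no chance value applies. In 3 of them, every infected library lay above every sterile injury library. These were CG42807, with 2206 ± 1149 TPM (SD, n = 5) after infection and 361 ± 150 TPM (SD, n = 5) after sterile injury, CG16772 and CG43236. The AMP genes had a median difference of 1.59 on the log2 scale between infection and sterile injury, and 92.9% of them were higher after infection. As a set they differed from other genes in camera (adjusted p = 2.0e-09), a call that did not hold with fry or with an estimated correlation. For single genes the spread was wide, as for AttC with 14364 ± 11507 TPM (SD, n = 5) after sterile injury. From this list, the paper states that the AMP genes upregulated by infection did not increase to the same extent after sterile injury.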

### AMPs are the only commonly activated genes in the fat body, hemocytes, and the whole-body dataset on infection

Next, we compared the response in the two cell types following bacterial infection. Combining the samples from fat bodies and hemocytes in a PCA showed separate clusters for the two (**Supplementary** **Figure 2A**). Further, while PC1 mainly explained the differences between the two cell types, PC2 explained the differences between control and infected tissue. 

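With the 23 libraries of both organs together, PC1 explained 42.3% and PC2 9.13% of the variance of the 500 most variable genes. The share of PC1 was 22.6% with all tested genes, 37.3% with a pseudocount of 0.1 and 52.8% with median centring. The centroids of control fat bodies and control hemocytes were 108 units apart, against 35.5 between control and infected fat bodies and 62.0 between control and infected hemocytes. On PC1, fat bodies lay at -64.0 to -36.1 and most hemocyte libraries, all controls among them, at 33.9 to 54.4. Hemocyte sterile injury replicates 1 and 3 and infected replicate 5 lay between, at 8.42, -5.53 and 7.39. Whether fat body RNA in these treated libraries draws them nearer was not tested, so it stays open. In limma, 2912 genes differed between the organs, of which 729 were higher in hemocytes and 2183 in the fat body.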

We further observed this by focusing on the top 50 genes associated with both treatments using PCA (**Supplementary** **Figure 2B**).

Comparing the lists of genes regulated in fat bodies and hemocytes from infected animals, we observed about 10% (41) of genes shared between both, and a major category in this group of commonly regulated genes are immune effector or AMP genes (**Figure 6A**). 

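Among 5845 genes tested in both organs, 0 passed both thresholds after infection in both, because none passed in the fat body in limma, and 22 passed in hemocytes. Voom also gave 0. Without infected fat body replicate 1, 10 genes passed in both. At an unadjusted p under 0.05, 77 genes were higher in both organs, of 818 in the fat body and 306 in hemocytes, where independent lists would share 42.8. The odds ratio was 2.18 (Fisher's exact test over genes, p = 1.0e-07), and genes are not independent replicates. In the authors' deposited table, 34 genes are marked as upregulated by infection in both organs, which is 7.61% of those of the fat body and 9.97% of those of hemocytes. Over the AMP list, all 12 genes tested in both organs were higher after infection in each.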

Focusing on specific genes, we observed distinct processes regulated in the two cell types. A summary of the processes specific to each cell type is shown (**Figure 6A**). While the fat body exhibit responses associated with metabolic and energetic changes like protein turnover in the form of translation, proteasomal activity and export, lipid metabolism and oxidative phosphorylation, hemocytes show responses associated with cell morphogenetic changes like actin-related processes, cell adhesion, and phagocytosis. 

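The difference between the organs was tested directly, as the hemocyte minus the fat body response to infection. For single genes, 0 of 8940 passed in limma, with 523 at an unadjusted p under 0.05 and a smallest adjusted p of 0.0576, and voom gave 6. The count was 50 without the filter on low values. It was 36 without infected fat body replicate 1, 5 and 7 without fat body control replicate 2 or 3, and 4 without fat body sterile injury replicate 2, infected fat body replicate 3 or hemocyte control replicate 1. It was 2 without hemocyte control replicate 3, 3 without infected hemocyte replicate 3, and 1 without hemocyte control replicate 4 or infected hemocyte replicate 1 or 5. As a set, ribosomal protein genes responded less in hemocytes, with a median difference of -2.09 (limma camera, adjusted p = 8.9e-28) and 1.18% of genes above 0. Further sets that responded less in hemocytes were mitochondrial ribosomal protein genes, with a median of -1.08, translation initiation factors with -1.01 and proteasome genes with -1.19. Oxidative phosphorylation genes had a median of -0.83 (limma camera, adjusted p = 0.0084). Protein export did not pass (median -1.52, limma camera, adjusted p = 0.0636). Phagocytosis and actin genes were not set apart (median 0.65, limma camera, adjusted p = 0.364). With fry the call of the ribosomal protein genes held and those of the other sets did not, and none held with an estimated correlation. In the infected libraries the median change of the ribosomal protein genes was between 0.55 and 2.32 in the fat body and between -1.13 and 0.02 in hemocytes. From the processes of the regulated genes, the paper associates the fat body response with metabolic and energetic changes. It associates the hemocyte response with changes of cell form, such as actin-related processes, adhesion and phagocytosis.

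**Figure D2:**
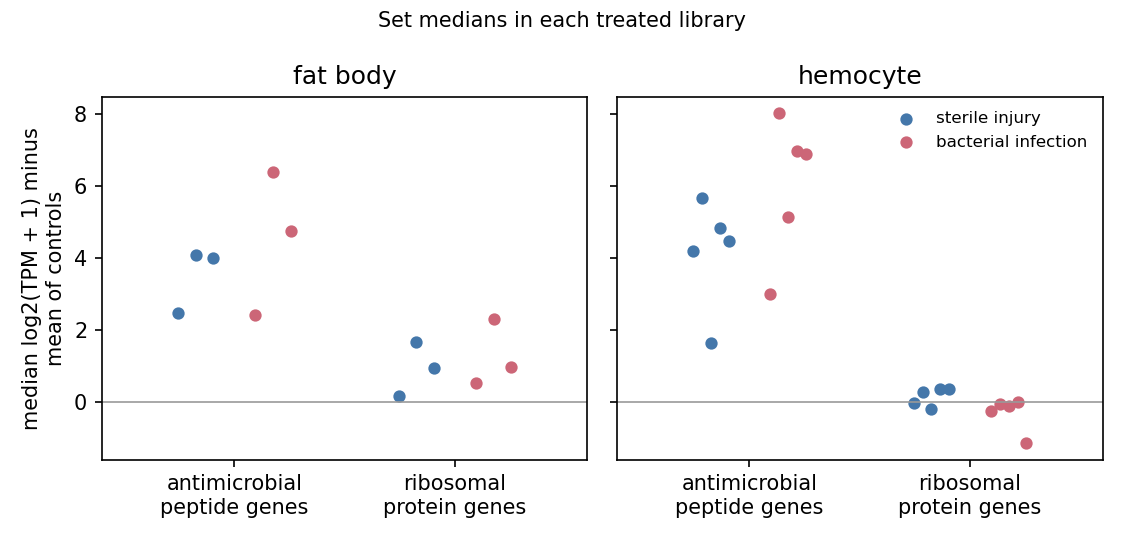
Median log2 fold change of AMP and of ribosomal protein genes in each treated library against the control mean of its organ, 1 point per library, for sterile injury and infection. AMP genes are above 0 in every treated library of both organs, whereas the ribosomal protein genes of infected hemocytes reach at most 0.02.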

One common process between the two is oxidation-reduction, which is functional through very different genes.

**Figure 6:**
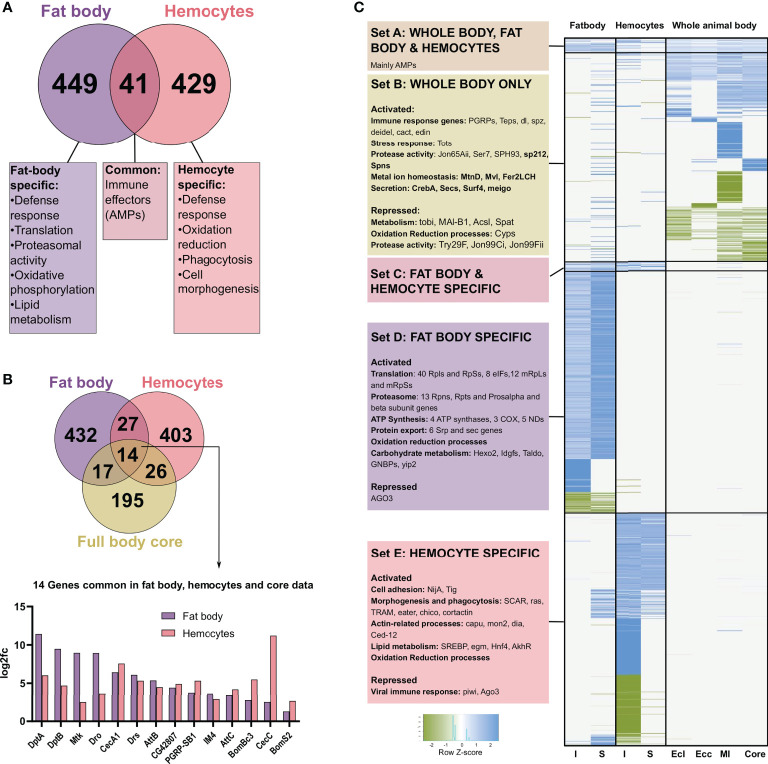
Comparison of the genes differentially expressed after infection and sterile injury, in fat bodies, hemocytes, and whole body data sets. **(A)** The number of commonly regulated genes in fat bodies and hemocytes on bacterial infection is shown with a summary of the common and distinct processes activated in each cell type. **(B)** Venn diagram showing the number of commonly regulated genes in bacteria infected fat bodies, hemocytes, and the ‘core’ from full body data (). The 14 genes commonly regulated in all three are shown at the bottom with the log_2_ fold changes in the expression in fat bodies and hemocytes. Most of these common genes are AMPs. **(C)** Heatmap showing the clustering of expression data from I and S fat body and hemocytes and the whole-body data for *E coli* (Ecl), *Ecc15* (Ecc), *M. luteus* (Ml), and the core. K-means clustering was performed on the genes differentially expressed in bacteria infected fat bodies, hemocytes, and full body data from Ecl, Ecc, Ml, and core based on the absence or presence of regulation of a gene. The scaled values for the log_2_ fold change are plotted here for the different clusters. The data was further divided into biologically relevant sets of clusters. Set A consists of genes differentially expressed in all the treatments and consisted mainly of AMPs, while Set C is only differentially expressed in fat bodies and hemocytes. Set B, D, and E are the sample-type specific clusters for whole body, fat body, and hemocytes respectively with some relevant categories and example genes shown for each set.

We next compared the bacterial infection-induced response of the fat body and hemocytes to the ‘core’ genes found in averaged-out whole-body responses to different bacterial infections (33). Interestingly, we see only 14 genes common between the three, out of which 12 were AMP genes and one a PGRP gene (**Figure 6B**). 

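The 14 genes that Figure 6B lists as common had positive log2 fold changes after infection in 14 of 14 cases in both organs. In the fat body the median was 4.12, or 3.81 over the 12 genes above 0 in a control, and in hemocytes 5.57, or 5.39 over 13 genes. Over all tested genes, 0 passed in the fat body and 9 in hemocytes in limma, and 0 and 2 with voom. In each organ 14 had an unadjusted p under 0.05 and 14 passed when adjusted over the list alone. The paper chose this list on these libraries, so the latter is not independent evidence. All infected libraries lay above all controls for 13 of the 14 in the fat body and for 7 of the 14 in hemocytes. After sterile injury, 8 passed over all genes in the fat body and 2 in hemocytes.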

Subsequently, we investigated if the commonality between whole body and tissue-specific data changes if we look at information from infection experiments with specific bacteria instead. We picked *M. luteus*, *E. coli*, and *E. cc15* (17). This is a collection of gram-positive and negative bacteria, where patterns of host survival and pathogen clearance were similar to the *Bacillus subtilis* (gram-positive bacterium with DAP-type peptidoglycan) infection used in the current study. Based on the presence or absence of differential expression, we clustered the collection of genes differentially expressed in the animals infected with one of these three bacteria, the core or bacteria-infected fat body and hemocytes, and plotted the scaled fold change values (**Figure 6C**). We observed a small cluster expressed in all of them, and it contained only AMPs (**Figure 6C**-SetA). Quantitatively, only 10-20% of the genes expressed in full-body data (either core or specific pathogen) are also regulated in the fat body or hemocyte samples (**Supplementary Figure 2C**), respectively. Here, 30-50% in the fat body and 40-60% in hemocytes data sets are AMP genes (**Supplementary Figure 2D**). Another small cluster is Set C in **Figure 6C**, with the genes shared between the fat body and hemocytes. However, the most prominent and highly distinct clusters are specific to the cell types (Set D and E).

## Discussion

We systematically examined the transcriptional responses of isolated *Drosophila* immune organs to systemic infection and to sterile injury. 

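Across the 5845 genes tested in both organs, Pearson's r between the log2 fold changes of infected fat body and of infected hemocytes was 0.111, and Spearman's rho was 0.058. With each library left out in turn, r stayed between 0.0775, without infected fat body replicate 3, and 0.170, without infected fat body replicate 2. These are correlations across genes, which are not independent replicates. The residual SD of the median gene was 2.20 in hemocytes, against 0.511 in the fat body. Such a spread lowers the correlation even where responses agree, so a low r alone does not show that the responses differ. At an unadjusted p under 0.05 in both organs, 84 genes changed in the same and 27 in the opposite direction.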

Comparing both professional immune organs, fat body, and hemocytes, revealed a surprisingly low concordance of transcriptional profiles. This strongly divergent transcriptional response of fat bodies and hemocytes to infection and sterile injury was surprising especially considering that both organs use the same signalling systems for pathogen recognition (1, 16). The cohort of genes upregulated after infection in both fat body and hemocytes consisted mainly of immune effector-encoding genes. A closer look at those genes that were regulated in only one of the two organs shows that they represent immune-associated aspects that fit well with the specific tasks of humoral and cellular immunity, respectively. For hemocytes, these are mainly GO terms associated with phagocytosis of particles in the narrower and broader sense. While phagocytosis as a GO term directly fits the expectations, processes including cell adhesion, cell shape changes, actin-related processes, and Golgi organization are also linked to phagocytosis. *Bacillus subtilis* is usually not considered as a pathogen, but we observed a pathogenic potential in systemic infection. While the mechanism of infection is not well studied for *Bacillus subtilis*, phagocytosis would serve as an essential process for the functionality of hemocytes against any invading bacterium. In contrast, responses of the fat body focus on the synthesis and export of antimicrobial peptides. Here, appropriate GO terms such as protein transport and translation are foremost. However, GO terms such as proteasome and fatty acid degradation represent secondary effects providing metabolites and energy, respectively. The increased mitochondrial activity, which enables more ATP production, could also be in the same context.

We observed minimal overlap when comparing the already available whole-body data (17) to our tissue-specific dataset from the two major immune-responsive cell types. Several reasons might account for this. On the one hand, it is possible that there are significant differences in responses to infections with different pathogens, an aspect that is certainly important (38, 39). On the other hand, these differences may also represent secondary effects that could be explained by different degrees of infection events and responses caused by them (40, 41). We assume that the whole-body transcriptomic signatures in response to infection are neither dominated by the fat body responses nor by those of the hemocytes. Instead, other organs that show only secondary immune-related responses might dominate this response. Our results support this hypothesis because specific immune responses and sterile injury shared far more than 50% of commonly upregulated genes. This large overlap is seen both in the fat body and hemocytes implying that a large proportion of the infection-induced response in these professional immune organs is part of a core response launched in any infection of a certain intensity. 

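In the authors' deposited table, the genes marked as upregulated in both treatments make up 84.3% of those upregulated by infection in the fat body and 30.9% of those upregulated by sterile injury. In hemocytes the shares are 55.4% and 72.7%. Both treatments share their control libraries, so fold changes of the 2 treatments agree in part without any effect. Of all genes tested here, 77.5% changed in the same direction in both treatments in the fat body and 73.5% in hemocytes. Simulations of unchanged groups against the same controls gave means of 66.8% and 70.7%. In these simulations limma called 0 genes up in both treatments, with means of 55.6 and 38.2 genes higher in both at an unadjusted p under 0.05, against 617 and 162 in the data. They give no chance value for the shares of the authors' calls. Because genes were drawn independently in them, they set no chance limit for these counts either. The overlap leads the paper to propose that a large part of the infection-induced response belongs to a core response to any infection of a certain intensity.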

Recent transcriptome studies focusing on the immune response of the *Drosophila* fat body further this hypothesis (42). In these studies, infections with gram-positive or gram-negative bacteria resulted in approximately 50% concordantly induced transcripts (42). Larval hemocytes responded in a similar fashion to different types of infection (33). Thus, it seems that the core response of the insect immune system is essentially limited to antimicrobial effectors, among which antimicrobial peptides are most important. The immune responses of individual immunocompetent organs reveal a more comprehensive core that considers the specific requirements of the organs in question. This organ-specific core can thus be identified as the overlap in induced transcript changes of sterile injury and specific immune responses. However, a technical problem arises in infection experiments with living microorganisms, often complicating such comparisons. Here, the variance in such experiments is higher than, for example, in sterile injury. This high variance in infection experiments might depend on inter-experimental variation in the infection procedure, but, and this is more likely, be due to stochastic processes inherent in the infection process (36).

Looking at how the fat body reacts to an infection and comparing this with the reaction to a sterile injury, the overlaps are, as already described, extremely large. On the one hand, there is the activation of the classical immune response, with a focus on the expression of antimicrobial peptide genes. The fat body shows significant modifications in the metabolic, cellular, and gene expression machinery. The most prominent process we observed along with the innate immune response is translation, which is highly active in all steps, including the basic setup of ribosomal proteins and initiation and elongation factors. Protein production is an energy-consuming process, though such high levels of translation can allow the fat body cells to reprogram their proteome and provide them with the plasticity to change and adapt to cope with the stress in this metabolically active phase. This protein production machinery could further help deliver AMPs into the hemolymph stream, a known fat body function. An increased protein export also supplements this role. Additionally, we see a substantial activation of proteasome and ubiquitin processes, which degrade misfolded proteins and act as quality control. It could be to ensure the quality of the highly active translational machinery or to hydrolyze the unused or unrequired proteins and augment the proteome reprogramming. The enhanced activity is a characteristic of cells with high secretory capacities such as insulin-producing and releasing cells (43, 44). Another possibility could be the removal of oxidized, and hence misfolded or nonfunctional, proteins produced as a side effect of a high ROS environment, a role proteasomes perform in macrophages (Gieche et al., 2001). We also see an enriched cellular oxidative phosphorylation, which could help with the energy requirements of translation and proteasome in the context of the immune response. All these processes, along with some carbohydrate metabolic functions including glycogen metabolism, sugar transport, and fatty acid beta-oxidation, indicate a highly active transcriptional landscape, which would be expected of this immuno-metabolic tissue. Thus, this usage of energy stores in fat body cells for the sake of immunity follows a well-accepted hypothesis of resource allocation during infection (13, 45, 46).

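Between the infected fat body libraries, the median log2 fold change of the 12 AMP genes against the control mean ranged from 2.42 to 6.41, and that of sterile injury libraries from 2.50 to 4.10. AttC was at 1020, 5597 and 8076 TPM in the 3 infected replicates, and RpL32 at 9.95 to 212 TPM. Infected replicate 1 had 4903838 estimated reads, close to the mean of the other infected libraries, and 11 of its 12 AMP genes lay above all controls.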

In the bacteria-infected fat body samples, we observed a high variability between the replicates. It is possible that injection with a capillary and delivering defined volumes would have reduced this high variability. Alternatively, a biological reason could also be considered. A recent study showed a high degree of stochasticity in *Drosophila* systemic infections (36). Furthermore, our results also support this second possibility, as all individual experiments induced strong activation of the core antimicrobial response. This is particularly evident from the expression values of AMPs in the different biological replicates of bacteria-infected and injured individuals’ fat bodies. All replicates show a consistently high expression of the AMPs in response to infection and injury, whereby far more genes are induced in infections than in sterile injury. For a bacterial infection, the AMPs are an essential immediate requirement to facilitate quick removal of the microbes and survival of the organism. In sterile injury, the focus of the tissue is the proper healing of the wound and providing the body with an appropriate metabolic environment to deal with the stress. Thus, they can invest less in AMP production and more in the rest of the processes.

In contrast to the study situation, we have regarding the immune response of the adult fat body, corresponding studies for adult hemocytes are not available so far. The main reason for the lack of comparative organ-focused studies of the immune response in adult *Drosophila* so far is technical. Hemocytes of adults are difficult to isolate in sufficient quantity making their analysis demanding (47). To circumvent this problem, we had to include appropriate amplification steps in the procedure (24) allowing us to perform reliable studies with less than hundred cells per biological replicate. Hemocytes react to an infection with bacteria and they orchestrate parts of the immune response, but they show no expansion in response to an infection (47), a finding that contrasts earlier studies that described an adult hematopoetic organ in *Drosophila* (48). We observed a number of relevant genes among the list of the top 30 genes with the highest transcript levels in response to infection. Besides the expected antimicrobial peptides, the high expression of *bombardier* is of note, as it has recently been identified as a hemolymph protein that enables delivery of bomanins and therewith enabling their anti-fungal activity (49). We could therewith show that hemocytes are an important source of this highly important hemolymph protein. Moreover, the high expression of the vacuolar proton transporter gene *Vha36-1* has to be mentioned. It is involved in the acidification of lysosomes, which is an essential task for the inactivation of ingested microbes (50). We also found transferin1 (*Tsf1*) as being among the genes with the highest expression further highlighting this arm of the immune system as an iron scavenger thus preventing microbial growth (51). 

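Tsf1 (FBgn0022355, chromosome X of BDGP6, 18387084 to 18390344) had 87.9 ± 52.0 TPM (SD, n = 5) in infected hemocytes, 205 ± 156 TPM (SD, n = 5) after sterile injury and 10.8 ± 10.3 TPM (SD, n = 4) in controls. All 5 libraries of each treatment lay above all controls. The log2 fold change was 3.34 (standard error 1.30, adjusted p = 0.413 from limma) after infection and 4.14 (adjusted p = 0.263 from limma) after sterile injury. In infected hemocytes Tsf1 ranked 93 by mean TPM and 57 by share of recovered reads among the genes marked as upregulated in the authors' deposited table.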

Again, here, we found that hemocytes are an important source of this highly important hemolymph protein. Finally, we also found unexpected genes whose products are important regulators of metabolism with *Gnmt* and SREBP as being the most important ones that had yet not been associated with hemocytes. *Gnmt* is a central regulator of the S-adenosyl-methionine (SAM) metabolism that is induced upon infection and damage, but which has up to now mostly been associated with the fat body (52). SREBP on the other hand is a central regulator of fat and cholesterol metabolism and might be operative in fueling the energy-demanding immune response (53). Focusing on the most strongly expressed genes in response to infection seems justified especially for the comparison with sterile injury. The simple comparison of the up-regulated genes revealed large similarities, suggesting that the responses are very similar. However, focusing only on the most highly expressed genes it became apparent that the top expressed genes are not activated to the same extent following sterile injury. This means that this quantitative component can be particularly important for the classification of the biological significance of an immune or stress response.

Observing the activation of a hemocyte by an immune stressor, we see the upregulation of many immune effectors at high levels, including most AMPs. 

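The means of all 14 AMP genes were higher in the 5 infected hemocyte libraries than in the 3 infected fat body libraries. For 13 of them, the hemocyte mean lay above every fat body library. Two-sided exact permutation tests gave p = 0.0179 for AttD and Dro, the smallest value that 5 against 3 libraries allow in 56 splits, and p = 0.0357 for CecA1 and Drs. After adjustment over the 14 genes the smallest p was 0.125, so none passed. Of the 14 AMP genes, 14 were above 0 in at least 1 of the 5 infected hemocyte libraries and 13 in at least 1 of the 3 infected fat body libraries. In each organ 12 were at 1 TPM or more in every infected library. AttD was at no more than 0.445 TPM in infected fat bodies. TPM is relative to all transcripts of a library, so levels in organs with different transcript pools are compared as shares.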

The number of AMPs expressed, and, in some cases, the expression level is higher than in the fat body. It could indicate that adult hemocytes also contribute to the release of AMPs into the hemolymph, as speculated in larval plasmatocytes. However, it would be intriguing if hemocytes perform this role in adults, despite their small numbers. This local activity of hemocytes can also possibly facilitate transmission of ‘stress’ or ‘infection’ information from the hemocytes to the surrounding tissues (47). It is crucial to point out that we also saw the expression of a few genes that are involved in phagocytotic processes and interact with the Actin-related protein (Arp) 2/3 complex (54), a significant regulator of actin nucleation, polymerization, and lamellopodia formation in different cell types. The most relevant of these is the *SCAR* gene which forms a complex with *WAVE* to control actin rearrangement (55). Other relevant and upregulated genes include *Cip4* (56) and *Cortactin* (54), both activators of the Arp2/3 pathway, and Diaphanous (57) that interacts antagonistically with Cip4 to maintain actin rearrangement homeostasis. This suggests that Wasp/WAVE-Arp2/3 pathway could play a critical role in cellular morphogenetic changes in hemocytes on infection. 

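SCAR (FBgn0041781, chromosome 2L of BDGP6, 10976772 to 10982395) was listed at 0 in all 4 hemocyte controls and at 0 to 54.2 TPM after infection, with 3 of 5 infected libraries above 0. Cip4 (FBgn0035533, 3L, 4322491 to 4364102) had 16.6 ± 22.5 TPM (SD, n = 5) after infection and 0.512 ± 0.594 TPM (SD, n = 4) in controls, with a log2 fold change of 2.13 (standard error 1.48, adjusted p = 0.707 from limma). Cortactin (FBgn0025865, 3R, 21061680 to 21064471) was above all controls in 5 of 5 infected libraries, at 1.11 to 164 TPM. Its log2 fold change was 4.68 (standard error 1.52, adjusted p = 0.279 from limma), and its control mean rests on 2 reads in 1 library. With voom on the recovered reads, chosen after seeing the data, Cortactin passed after infection (log2 fold change 6.49, adjusted p = 0.0142). For dia (FBgn0011202, 2L, 20758144 to 20768053), 2 of 5 infected libraries lay above all controls, with a log2 fold change of 1.64 (adjusted p = 0.717 from limma). After sterile injury, all 5 libraries lay above all controls for each of SCAR, Cip4, Cortactin and dia, and 0 of these genes passed in limma or voom, with Cip4 and Cortactin at an unadjusted p under 0.05. With the length trend removed, Cip4 (adjusted p = 0.0472) and Cortactin (adjusted p = 0.0455) passed in limma.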

We also found many other genes known for these morphogenetic changes in other cell types or developmental stages in different roles, which could be functionally conserved in an activated hemocyte for similar processes.

One of the very few processes that are activated in both cell types in addition to the central immune responses is the regulation of redox homeostasis. Reactive oxygen species have different tasks, but the strategy of protecting one’s own cells from damage is important in many contexts. In hemocytes, the production of ROS is a mechanism that is closely associated with the antibacterial function of these cells. ROS primarily serve to damage or kill bacteria (58). Interestingly, there is also a regulation of ROS in the fat body, which further questions what roles it would perform in organs not directly infiltrated by bacteria. Here, it is more plausible that the massive increase in the fat cells’ metabolism leads to the production of substantial amounts of ROS that have to be dealt with. Here, it would be a simple reaction to cope with the high energy demands.

Taking together, the response of hemocytes substantially differs from the fat body’s response. In hemocytes, besides the core immune response, mainly processes associated with phagocytosis are activated. In contrast to the fat body, the hemocyte could not use internal energy stores to fuel its activities. Thus, the enhanced lipid metabolic processes in hemocytes are highly interesting and require future research efforts. In the fat body, we have a completely different situation, where this immunocompetent organ has massive energy resources and uses this treasure to enable an effective immune response. Moreover, the significant responses in the fat body focus on enabling the production and release of antimicrobial peptides. For the overall immune response seen in the whole-body experiments, both organs mainly contribute to the AMPs, but most of the other transcriptomic signatures might come from different organs as a secondary response to the infection in combination with the response to the intense immune reaction.

## Data availability statement

The data presented in the study are deposited in the GEO repository, accession number GSE209960.

## Author contributions

VV and TR: Conceptualization. VV and SK: Investigation. All authors: Writing—review and editing. All authors contributed to the article and approved the submitted version.

## Funding

This work was funded by Kiel University as part of the International Max Planck Research School for Evolutionary Biology and the German Research Foundation (DFG) as part of the CRC 1182 (project C2) and for INST 257/591-1 FUGG.

## Acknowledgments

We would like to thank Britta Laubenstein and Christiane Sandberg for their excellent technical assistance. In addition, we would like to thank Daria Siekhaus (Klosterneuburg, Austria) and the Bloomington Drosophila Stock Center (Indiana, USA) for flies.

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Hemocytes and fat body cells, the only professional immune cell types in Drosophila, show strikingly different responses to systemic infections
**Source:** Front Immunol. 2022 Nov 23;13:1040510. doi: 10.3389/fimmu.2022.1040510
**Supplement:** Supplementary file 2

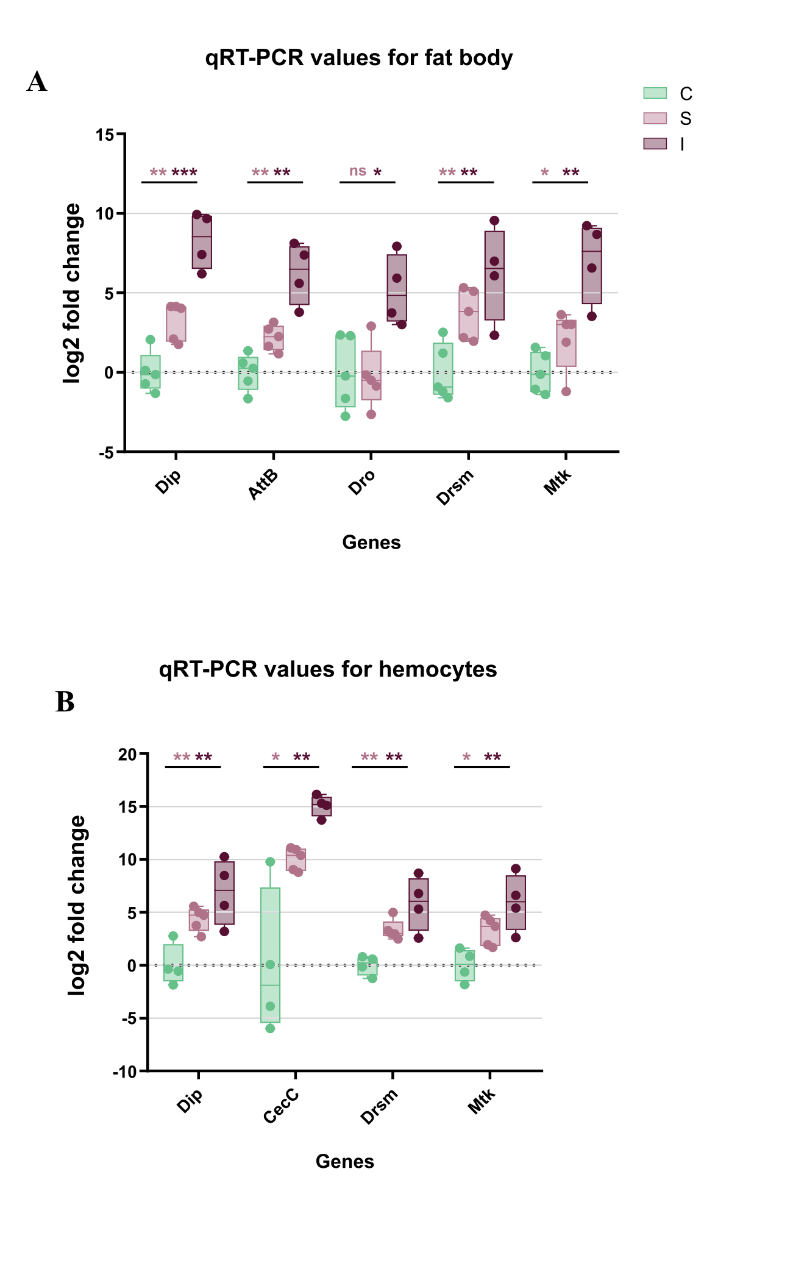
Supplementary Material

**Supplementary Figure 1:** qRT-PCR values to validate the functioning of the amplification system and RNA-sequencing **(A)** The log2 fold changes for selected AMP genes in the fat body upon infection and injury. 4-5 biological replicates were used for each treatment and RpL13 was used as a housekeeper gene for normalization. The log2fc values were calculated using the ∆∆Ct method. Statistical significance was calculated by performing multiple t-tests and using the two-stage linear step-up procedure of Benjamini, Krieger and Yekutieli to calculate the adjusted p-value. **(B)** The log2 fold changes for selected AMP genes in the hemocytes upon infection and injury. 4 biological replicates were used for each treatment and RpL32 was used as a housekeeper gene for normalization. The log2fc values were calculated using the ∆∆Ct method. Statistical significance was calculated by performing multiple t-tests and using the two-stage linear step-up procedure of Benjamini, Krieger and Yekutieli to calculate the adjusted p-value.

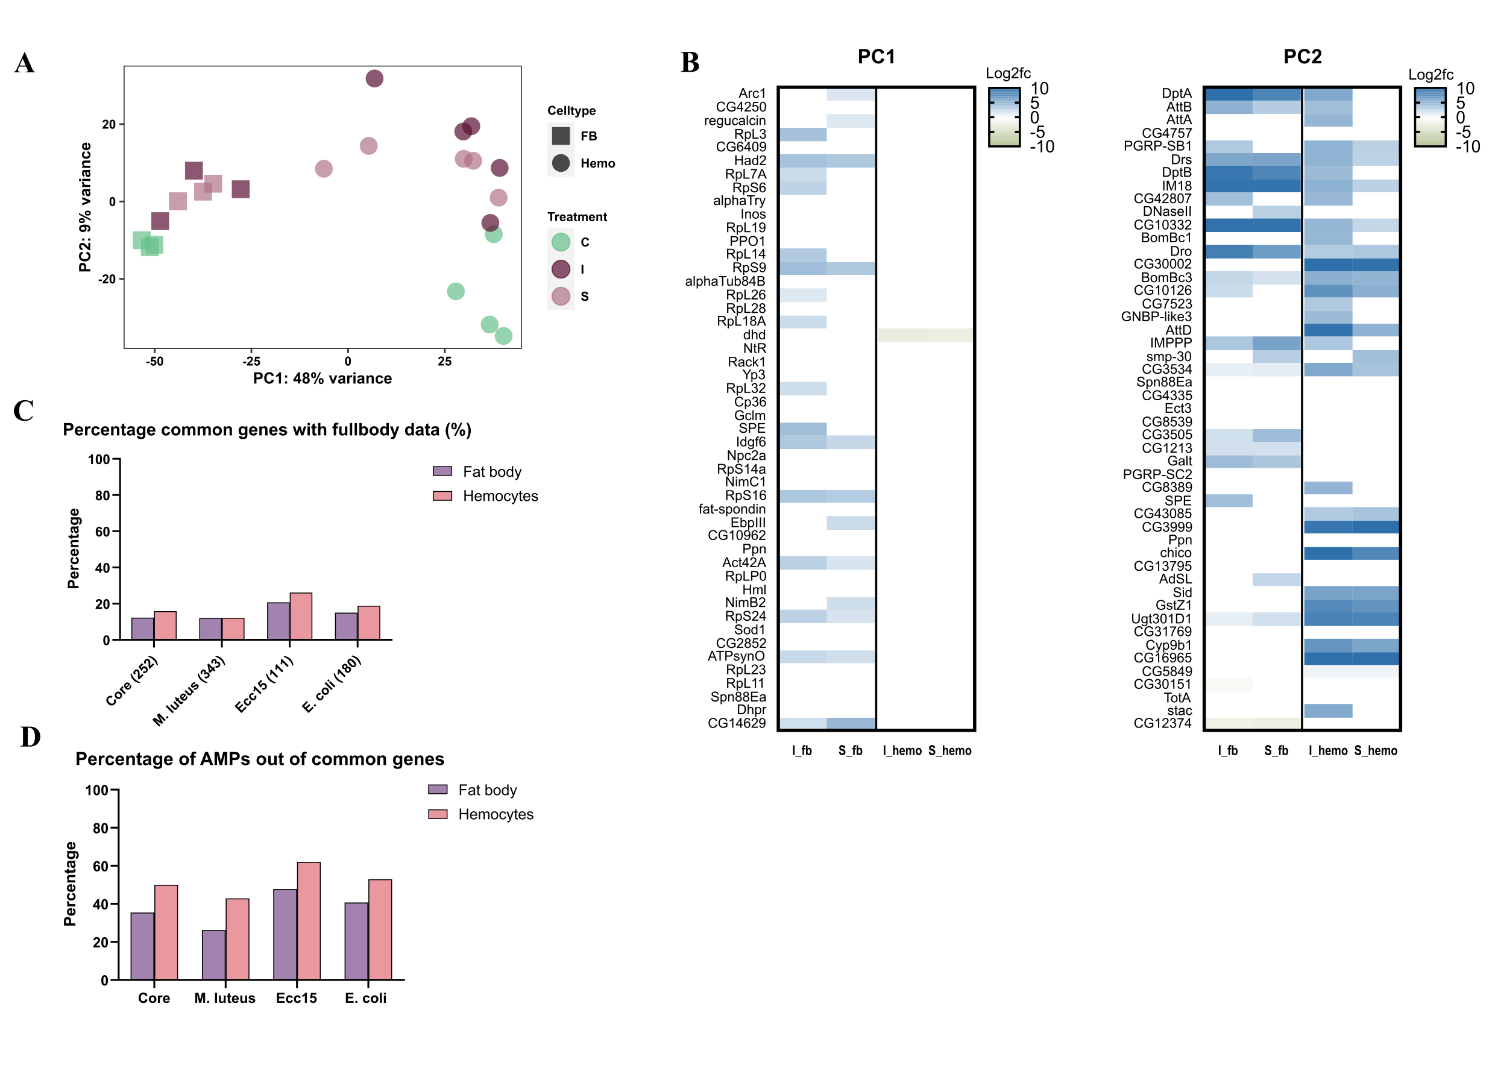

**Supplementary Figure 2:** Comparison of the induced transcriptional changes in response to infection and sterile injury. (A) PCA plot showing the first two principal components for the RNA-seq data of control (C), sterile injury (S), and bacteria-infected (I) hemocytes and fat bodies. (B) The top 50 genes contributing to PC1 and PC2 for the PCA plot are shown in A. We observed that PC1 explained more the differences between the two cell types and the top 50 genes contributing to PC1 are mainly the ones only expressed in fat body. PC2 explained more the differences between the different treatments and here the top 50 genes contain the ones expressed in both cell types with AMPs being a part of this list. (C) The percentage of commonly regulated genes in bacteria-infected fat body and hemocyte samples to the different full body bacterial infection treatments (from [17]). The number of genes regulated in each infection treatment is shown in brackets on the x-axis. (D) Percentage of AMPs out of the total common genes in C.

**Supplemental table 1:**

**Lists of differentially expressed genes (DEGs) in fat bodies and hemocytes in infection and sterile injury experiments.**

How the deposited data were processed for this re-analysis (not part of the article)

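RNA-seq libraries were analysed from female w1118 flies, with 9 libraries of the fat body (3 control, 3 sterile injury and 3 bacterial infection) and 14 libraries of hemocytes (4 control, 5 sterile injury and 5 bacterial infection). Each fat body library came from 1 animal and each hemocyte library from a pool of 5 animals, sampled 20 hours after infection with Bacillus subtilis. The authors trimmed the reads, mapped them to BDGP6 and counted reads per gene in the CLC workbench, for which the paper states no version or parameters. The deposited gene expression values of the 23 libraries are in TPM, as made by the authors, and each library sums to 1000000 TPM over all listed genes. A second deposited table gives the log2 fold change of each treatment against the control of the same organ, which the authors obtained with DESeq2 and shrank with apeglm. It also gives the adjusted p-value of each of these comparisons and the mean of the normalized read counts per organ, both from the authors' DESeq2 fit. Read counts per gene are not part of these tables, and the raw reads were not used here.

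Genes were matched to the BDGP6 annotation of Ensembl release 115, 17122 by symbol and 606 by an older symbol, and 101 had no match. An exon length, taken as the union of all exons of a gene, was available for 99.4% of genes. TPM multiplied by this length came out as whole multiples of 1 step per library, with a tolerance of 1% over values of up to 10 reads. The step gave the number of reads per library and gene. On simulated libraries the procedure returned the total reads with an error of 0% and all genes exactly. Estimated depth ranged 6.40-fold between fat body libraries, from 1835926 to 11747842 reads, and 8.63-fold between hemocyte libraries, from 543779 to 4692464 reads. At the lowest depth of hemocytes, genes of a few TPM rest on single reads. Amplification makes these reads a measure of counting error alone, since several reads can stem from 1 molecule. The 10 most abundant genes took 28.6% to 42.7% of TPM in control and sterile injury fat bodies, 26.2% to 36.5% in infected fat bodies, and 8.67% to 44.5% in hemocytes.

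Samples were grouped by organ and treatment, with the column names of the TPM table as the source for hemocytes. Tests were run with limma 3.58.1 and statmod 1.5.0 in R 4.3.3. The values were log2(TPM + 1), and the variance prior of limma followed the mean expression (limma-trend). A gene was tested when it had at least 1 TPM in as many libraries as the smallest group of the fit holds, which left 7571 genes in the fat body, 6607 in hemocytes and 8940 in the fit of both organs. Contrasts were infection against control, sterile injury against control and infection against sterile injury in each organ, and the hemocyte minus the fat body response to infection in a fit of all libraries. Genes were called at a Benjamini-Hochberg adjusted p-value under 0.05 and an absolute log2 fold change over 0.6, the thresholds in the paper's legends. For the difference between the organs, the adjusted p-value alone was used. The replicate numbers were not treated as pairs.

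Sets of genes were tested with limma's camera at a preset correlation of 0.01, with at least 5 tested genes per set and the Benjamini-Hochberg adjustment over all sets and contrasts. The sets were defined by gene symbols and comprised cytoplasmic and mitochondrial ribosomal proteins, translation initiation factors, proteasome, protein export, oxidative phosphorylation, V-ATPase and Bomanin genes. AMP genes and a list of phagocytosis and actin genes were added as sets from lists written down in advance. Further lists were the organ markers, the housekeeping genes, the 14 common genes of Figure 6B, 11 genes that the paper names for hemocytes, and genes typical of muscle, ovary, gut, neurons and the circadian clock. For these, the count of called genes is given over all genes tested and adjusted over the list alone. Principal components were computed on centred values of the 500 most variable tested genes. Exact permutation tests, exact Poisson intervals, Fisher's exact test and the figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

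Single genes were named by a rule with 4 parts. It took every gene that the text or Figures 1B, 1C, 1F, 1G, 2E, 2F, 3B, 4E, 4F, 5 and 6B name for these libraries, and the members of the lists and sets. In each comparison of a treatment with its control it took the 5 called genes with the largest absolute log2 fold change whose groups do not overlap, and for the difference between the organs the 5 genes with the smallest p-value. The paper's own values for these genes had been seen when the rule was written. Genes outside it were named where the text says so.

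The procedure was tested on simulated data with 200 genes planted at a 4-fold change. With the spread measured in the libraries, 22.2% of planted genes were recovered in the fat body (16.0% to 28.4% over 5 runs) and 0.103% in hemocytes. That spread already holds counting error, which the drawn reads add again, so these shares may be too low. With a small spread the shares were 91.8% and 98.0%, and 0 genes were called in the wrong direction. Up to 12 genes per run that had not been planted were called in the fat body at the measured spread and 0 in hemocytes. At the small spread these were up to 42 and 178, of which up to 25 and 43 lay beyond the shift that planted genes cause in the TPM of all others. To judge how much agreement the shared controls create between both treatments, 100 simulations of unchanged groups against the same controls were run per organ. Each gene was drawn independently of the others in these simulations.

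The main choices and most alternatives were fixed before the data were examined. These alternatives were pseudocounts of 0.1 and 10, no filter on low values or a mean of at least 10 TPM, median centring of the libraries, array weights, the replicate number as a block, removal of a trend on gene length by loess (span 0.5), fits of only the 2 groups compared, a log2 fold change over 1, all tested genes in the principal components, control libraries alone for the organ markers, fry or a correlation estimated from the data in place of camera's preset correlation, and leaving out each library in turn. One alternative, limma voom on the reads recovered from TPM, was chosen after seeing the data. For other splits of the libraries into groups of the same sizes, all 10 were used for 3 against 3 libraries, and 100 were drawn with a fixed seed elsewhere.

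Some steps were left out. The authors' fit with DESeq2 was not repeated, as their table of read counts was not used here and the paper does not state the design, and no count test other than voom was run on the recovered reads. GC content was not examined because no genome sequence was at hand. Enrichment of GO terms was not repeated, since no table of terms was at hand, and the sets by symbol were used in its place. The quantitative PCR, survival and imaging experiments of the paper were not analysed here.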

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

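Of the tests in this part, those of the counting error of SREBP, of the depth for CG10126 and of other splits of the libraries were set up before their results were seen, whereas the tests of gene length as an explanation, on fat body RNA in hemocytes and on reads behind single values, as well as voom, were chosen only after the result was seen. The fit with the length trend removed had itself been fixed before.

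In 5 of 72 groups of 4 or 5 hemocyte libraries, 1 library lay far from the others for a gene that the paper names. A rate of 1 in 20 would give 3.6 such groups. That rate does not hold where all other libraries are at 0, as any value above 0 then stands out. AttD was at 2.46 on the log2(TPM + 1) scale in control replicate 3, CecA1 at 2.06 and Cortactin at 0.91 in control replicate 2, and dia at 0.73 in control replicate 3, while the other 3 controls were listed at 0 for each of them. These values rest on 3 reads for AttD, 1 for CecA1, 2 for Cortactin and 4 for dia. With 4 reads at most, counting error of a few reads and a low true level cannot be told apart. The design gives no biological explanation for a difference between control libraries, and none was tested.

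SREBP was at 5.08 on this scale in sterile injury hemocyte replicate 4, the lowest value of the group, which is 32.9 TPM against 55.9 to 64.9 TPM in the other 4. It rests on 120 reads, and an exact Poisson interval of 95% reaches up to 39.4 TPM, below the other libraries. Counting error of reads is therefore excluded as the whole cause. Amplification noise beyond counting, which the deposited values do not measure, stays open, as does chance, since about 1 in 20 groups gives such a value. Infected hemocytes spread from 38.1 to 325 TPM for SREBP and controls from 1.32 to 36.9 TPM, so the spread within the sterile injury group is small beside that of the others. The design gives no biological explanation, and none was tested.

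Several sets of genes responded to infection differently in the 2 organs. The difference between the organs was tested directly in limma's camera, with a preset correlation of 0.01. Ribosomal protein genes had a median of -2.09 (hemocyte minus fat body response, log2), mitochondrial ribosomal protein genes -1.08, translation initiation factors -1.01, proteasome genes -1.19 and oxidative phosphorylation genes -0.83, while Bomanin genes had 1.30. With the trend on gene length removed, limma camera still gave an adjusted p = 1.2e-20 for ribosomal proteins, 7.8e-04 for mitochondrial ribosomal proteins, 0.0113 for initiation factors, 2.6e-04 for the proteasome, 0.0233 for oxidative phosphorylation and 7.1e-06 for Bomanins. All 6 sets thus kept their call without the length trend. Since camera at this preset correlation also calls sets in random splits, a kept call alone cannot exclude gene length as the cause. Over all alternatives, leave-one-out aside, the adjusted p of the ribosomal proteins lay between 6.3e-29 and 0.168 in limma, the highest with a correlation estimated from the data.

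Camera with a preset correlation calls sets readily when libraries are split at random. For the ribosomal proteins 2 of 100 splits gave a p as small in limma's camera, the real one included, for mitochondrial ribosomal proteins 3 and for initiation factors 2. By this rank of p alone, chance can be excluded for these. It cannot be excluded for the proteasome (10 of 100), oxidative phosphorylation (31 of 100) and the Bomanins (26 of 100). With fry, only the ribosomal proteins kept an adjusted p under 0.05 among these 6 sets, and with an estimated correlation none did. Oxidative phosphorylation also lost the call with a mean of at least 10 TPM, array weights or voom, and without infected fat body replicate 2, hemocyte control replicate 1 or infected hemocyte replicate 5 (adjusted p up to 0.127 in limma).

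For the ribosomal proteins, part of the difference may come from the shares of other transcripts. With 29 immune effector genes left out and TPM rescaled, the median of infected hemocytes moved to -0.018 from -0.29. By means, the hemocyte response of -0.44 and the fat body response of 1.53 make up a difference of -1.97, so most of it lies in the fat body. The paper used the same sequencing protocol for both organs, but they were isolated in different ways, with 1 animal per fat body library and pools of 5 animals for hemocytes, so organ and isolation are not separable. A biological difference between the organs remains open as a hypothesis and was not tested apart from isolation.

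CG10126, a gene that the paper does not discuss, rose in infected hemocytes by 7.24 on the log2 scale (standard error 1.18, adjusted p = 0.0016 from limma), and all 5 infected libraries lay above all 4 controls. It is annotated on the minus strand of chromosome 3R (FBgn0038088, 12855544 to 12859246). Infected libraries held 160.2 to 1053 TPM, sterile injury libraries 60.4 to 196 TPM and controls at most 4.10 TPM, or at most 3 reads. Across the alternatives in which it was tested its adjusted p after infection lay between 0.0011 and 0.0068 in limma. After sterile injury the log2 fold change of 5.43 did not pass (adjusted p = 0.0668 from limma), although it did with the length trend removed (0.0107) and with voom (0.0357).

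RNA of the fat body in the hemocyte libraries is excluded as the source of CG10126, since its level in the 9 fat body libraries was at most 35.5 TPM, below every treated hemocyte library. Lower depth of the control libraries is excluded as well, because the lowest treated level would give 31.3 reads in the shallowest control. A difference in cell composition between treated and control pools, and amplification, stay open. A response of hemocytes to both treatments is a candidate explanation, which these libraries alone cannot test further.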

How the results depend on the processing

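Of the settings in this part, voom on the recovered reads and the test of pairing by replicate number were chosen only after results had been seen. Where no value below shows a cause, the cause was not tested.

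No gene passed in the infected fat body against controls under most settings. The count of 0 became 4 with a pseudocount of 0.1, 1 with a mean of at least 10 TPM, 1 with median centring and 1 with the length trend removed, and it stayed at 0 under the other settings, voom included. With each library left out in turn, it ranged from 0 to 158, the latter without infected replicate 1. Between infected and sterile injury fat bodies the count of 0 became 1 with a pseudocount of 10, a mean of at least 10 TPM, median centring, the length trend removed or voom, and 66 with array weights. It ranged from 0 to 441 when libraries were left out, with 441 without infected replicate 2 and 1 without infected replicate 1.

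The 1140 genes of the fat body after sterile injury became 689 with a pseudocount of 10, 2111 with array weights, 714 with the replicate number as a block and 1824 with only the 2 groups compared. Under the other settings the count lay between 775 and 1657, within 1.5 times the value reported. Upregulated genes outnumbered downregulated ones in every setting except median centring, which gave 828 and 829. Leave-one-out counts ranged from 244 without sterile injury replicate 3 to 1688 without infected replicate 2. They were 559, 370 and 405 without control replicate 1, 2 or 3, and 373 and 544 without sterile injury replicate 1 or 2. Infected replicate 2 is in neither group of this comparison, and enters through the estimate of the spread.

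In infected hemocytes the 23 genes became 11 without the filter, 49 with the length trend removed and 44 with voom. In the other settings the count was 20 to 33. It ranged from 15 without infected replicate 2 to 44 without control replicate 1, and it was 35 without infected replicate 1. After sterile injury the 2 genes of hemocytes became 4 with a pseudocount of 0.1, 0 with a pseudocount of 10, 0 without the filter, 6 with a mean of at least 10 TPM, 0 with median centring, 7 with array weights, 0 with the replicate block, 318 with the length trend removed and 61 with voom. Leave-one-out counts were 0 to 10, with 10 without control replicate 1, 8 without infected replicate 1, 4 without sterile injury replicate 3, 1 without control replicate 4, and 0 without control replicate 3, sterile injury replicate 1, 2 or 5, or infected replicate 2 or 3. Between infected and sterile injury hemocytes the count of 0 became 1 with voom, and stayed at 0 in all other settings and with each library left out.

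Genes of the fat body upregulated in both treatments were 0, but 3 with a pseudocount of 0.1 and 1 each with a mean of at least 10 TPM, median centring or the length trend removed. The leave-one-out range was 0 to 112, with 112 without infected replicate 1. In hemocytes the 2 such genes became 4 with a pseudocount of 0.1, 6 with a mean of at least 10 TPM or array weights, 40 with the length trend removed and 8 with voom. They became 0 with a pseudocount of 10, no filter, median centring or the replicate block, and ranged from 0 to 7 when libraries were left out. They were 7 without control replicate 1 or infected replicate 1, 4 without sterile injury replicate 3, and 0 without the libraries that also took the sterile injury count to 0 or 1. Genes regulated by infection in both organs were 0, but 1 with a pseudocount of 0.1, a mean of at least 10 TPM, median centring or the length trend removed, and 0 to 10 in the leave-one-out fits, with 10 without infected fat body replicate 1. Genes whose response differs between the organs were 0, but 3 with a pseudocount of 0.1, 50 without the filter and 6 with voom, with a leave-one-out range of 0 to 36, the highest without infected fat body replicate 1. It was 1 to 7 without fat body control replicate 2 or 3, fat body sterile injury replicate 2, infected fat body replicate 3, hemocyte control replicate 1, 3 or 4, or infected hemocyte replicate 1, 3 or 5.

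The correlation across genes between the organs' responses stayed positive throughout. It was 0.111, and 0.0863 with a pseudocount of 0.1, 0.146 with a pseudocount of 10, 0.134 with a mean of at least 10 TPM and 0.0867 with voom. Left-out libraries moved it from 0.0775, without infected fat body replicate 3, to 0.170, without infected fat body replicate 2. The organ markers that passed numbered 13 or 14 of 16 in every fit of all groups that was run, with or without a library left out, and 10 in the control libraries alone. For principal components, the share of PC1 in the fat body fell from 64.7% to 49.3% with all tested genes, 52.2% with a pseudocount of 0.1 and 59.9% with median centring. PC2 of the fat body went from 10.4% to 12.9% with all tested genes and 11.9% with median centring. In hemocytes PC1 went from 14.6% to 13.1% with all tested genes and 15.7% with median centring, and PC2 from 12.2% to 12.9% with a pseudocount of 0.1 and 13.9% with median centring.

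Camera called 37 combinations of a set and a contrast, and 25 to 38 under other settings and with libraries left out (33 to 38 for the latter). Fry called 6, and camera with an estimated correlation 1. The preset correlation of 0.01 makes camera liberal here, since other splits of the same libraries gave a median of 21 calls. The 6 calls of fry were the AMP genes of infected fat bodies, the AMP and Bomanin genes of hemocytes after each treatment, and the ribosomal proteins in the difference between the organs. The call with an estimated correlation was that of the AMP genes in infected hemocytes. Over all settings and left-out libraries, 44 combinations, among them all 37 called, stayed on their side of the threshold and in their direction 910 times, lost the call 132 times, gained it 25 times and changed direction 5 times. For 89 results of single genes these numbers were 1699, 48, 55 and 8. Combinations outside the 44 are not in these counts. None of them was called, and single ones changed direction up to 7 times. Of the 14 AMP genes in infected hemocytes, 10 passed in limma-trend and 4 with voom. All these changes of direction concern results that had not passed, except for the ribosomal proteins of infected hemocytes.

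The ribosomal proteins of infected hemocytes had a median of -0.29, which became 0.62 with the length trend removed (limma camera, adjusted p = 0.389). After sterile injury their direction against other genes was down, and it turned up with a pseudocount of 10 (median 0.15), the length trend removed (1.43, limma camera, adjusted p = 0.0021) and fry (0.15). Fry tests against 0 and not against other genes, which shows why the direction differs. Phagocytosis and actin genes after sterile injury of hemocytes turned from up to down against other genes without control replicate 4, at a median of 0.89. Leave-one-out medians ranged from 0.89 to 1.75. RpL13, the reference gene of the fat body, changed by 0.15 after sterile injury, by -0.034 with median centring and by -0.071 with the length trend removed. Left-out libraries moved it from -0.44, without sterile injury replicate 2, to 0.55, and it was -0.037 without control replicate 2. In infected hemocytes RpL32 went from -0.65 to 0.34 and RpS20 from -0.17 to 0.82 with the length trend removed, and RpS20 ranged from -0.33 to 0.061 when libraries were left out, above 0 without control replicate 1 or infected replicate 1.

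Among the settings, removing the trend on gene length moves the counts of hemocyte genes called against controls most. The calls of AttC, DptA and Drs in infected hemocytes were lost with voom, but not with the length trend removed. Hemocyte controls are the shallowest group, with 37.2% of values of tested genes listed at 0, against 16.5% after sterile injury and 28.9% after infection. At a depth of 543779 to 4692464 reads in hemocytes, genes of a few TPM rest on few reads, and a log2 fold change against controls at 0 depends on the pseudocount.

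The numbers of the replicates do not pair the libraries. After removal of the group means, libraries with the same number correlated across genes with a mean r of -0.0025 in the fat body and -0.0022 in hemocytes, and others with 0.0012 and 7.1e-04. In hemocytes, where controls are 1 library fewer, the fit with the replicate number as a block also changes estimates, as for PGRP-SB1 after sterile injury from 6.62 to 6.05. This fit gave 0, 714 and 0 genes for the infected, sterile injury and infection against sterile injury comparisons of the fat body, and 20, 0 and 0 for those of hemocytes.

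Other splits of the libraries into groups of the same sizes were tested as well. With 10 splits for 3 against 3 libraries, this test alone cannot exclude chance in the fat body. For sterile injury 1 of 10 gave a count as large, the real one, and the highest other count was 0. In hemocytes chance can be excluded for infection (1 of 100 splits) and for genes upregulated in both treatments (3 of 100). Among results that draw on both organs, chance can be excluded for the number of gene set calls (2 of 100), the correlation between the organs (3 of 100) and the organ markers (1 of 100). It cannot be excluded for sterile injury of hemocytes (5 of 100). For results at 0 the test says nothing about chance, since every split gives a count at least as large. These are infection, and infection against sterile injury, in the fat body (10 of 10 each), and infection against sterile injury in hemocytes, upregulation in both treatments in the fat body, regulation in both organs and the single genes that differ between the organs (100 of 100 each).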

Differences from the paper's values

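Voom on the recovered reads was chosen only after the results had been seen, and all other tests in this part were fixed before. For each count of regulated genes, 10 alternatives were set before the data were examined (9 for the counts of shared genes), besides leaving out each library in turn. The paper's counts come from DESeq2 with apeglm shrinkage on read counts, and the counts given here from limma on log2(TPM + 1), at the same thresholds.

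For the infected fat body, the paper gives 490 regulated genes, 447 upregulated and 43 downregulated, against 0, 0 and 0 here. None of the 10 alternatives, which gave 0 to 4 genes, comes within the paper's values, nor does any fit with a library left out, the highest of which gave 158 genes without infected replicate 1. At an unadjusted p under 0.05 limma gave 1255 genes, and voom also called 0. The deposited table itself marks 489 genes, 447 up and 42 down.

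After sterile injury of the fat body the paper gives 1221 upregulated genes, against 763 here. Of the alternatives, median centring (828), array weights (1177) and only the 2 groups compared (1145) come within the paper's value, as does the fit without infected replicate 2, whereas the other 7 and the other fits with a library left out do not. Voom, chosen after seeing the values, gave 824, which is within 1.5 times the paper's value, and drops 405 of the 1221 genes that the paper calls. Median centring drops 408 of them and array weights 141. The total of 1580 genes in the paper and the 359 downregulated genes are within 1.5 times the 1140 and 377 found here.

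For infected hemocytes the paper gives 469 regulated genes, 341 upregulated and 128 downregulated, against 23, 20 and 3 here. None of the 10 alternatives (11 to 49 genes) comes within these values, nor does any fit with a library left out. Voom gave 44. After sterile injury of hemocytes the paper gives 291 regulated genes, 260 upregulated and 31 downregulated, against 2, 2 and 0 here. With the length trend removed, 318 genes were regulated and 317 upregulated, within the paper's values, but 158 of the 317 are among the paper's 260. The other 9 alternatives gave 0 to 7 genes and did not come within them. For the downregulated genes none of the 10 did, as the length trend removed gave 1. Voom gave 61.

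The paper gives 377 genes upregulated in both treatments in the fat body and 190 in hemocytes, against 0 and 2 here. None of the 9 alternatives comes within these values, with 0 to 3 genes in the fat body and 0 to 40 in hemocytes. For genes regulated by infection in both organs the paper gives 41, against 0 here, and none of the 9 alternatives (0 to 1) comes within it, nor does any fit with a library left out. From the deposited table the counts are 377, 189 and 40.

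The shares of variance of the principal components do not differ by these criteria. The paper's figures show about 65% for PC1 of the fat body in Fig. 2B, read by eye, against 64.7% here, and about 18% for PC1 of hemocytes in Fig. 4B, read by eye, against 14.6% here. For PC1 of both organs together the paper's figure shows about 48%, read by eye, against 42.3% here, and with all tested genes the share was 22.6%, which does differ.

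Some statements of the paper differ in rank or extent. The paper names AttC, IMPPP and CG18067 as the genes with the highest expression among those upregulated in infected hemocytes, in this order. Among the genes marked as upregulated in the deposited table, AttC and IMPPP also come first and second by mean TPM, with 44353 and 29910 TPM, but DptA (21850 TPM) comes before CG18067 (14115 TPM). The paper ranks by read counts, and by share of recovered reads its order is found here too. The spread between replicates is wider than these differences. The paper states that most hemocyte markers are enriched by more than 2 orders of magnitude. The tally is 3 of 8 over all libraries, although all 8 means are higher in hemocytes. In controls it is 4 of the 7 markers with a value above 0 in the fat body, and NimC4 was listed at 0 there, so the paper's statement holds for controls.

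The paper describes several genes as upregulated by infection that did not pass here over all genes. In the infected fat body this concerns all AMP genes, although each AMP gene tested was higher than in controls. DptA passed with median centring (adjusted p = 0.0409 from limma) and with the length trend removed (0.0309), and also with a mean of at least 10 TPM, while CecA1 (0.0401), CG10332 (0.0401) and IM18 (0.0466) passed with a pseudocount of 0.1. Without infected replicate 1, DptA, DptB, Drs, Mtk, AttC, CecA1, IMPPP, PGRP-SB1, RpS15, RpS18 and RpS20 passed, with adjusted p-values from 0.0019 to 0.0206 in limma. In infected hemocytes, IMPPP (0.0071) and Gnmt (0.0343) passed with the length trend removed in limma, IMPPP also with a mean of at least 10 TPM and without infected replicate 1 (0.0057) or sterile injury replicate 1 (0.0419), and Cortactin (0.0142) with voom, chosen after seeing the values. Vha36-1, SREBP, Tsf1, SCAR, Cip4 and dia passed after infection in none of the settings tried, although their log2 fold changes were all above 0.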

Other observations

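In this part, the tests on infected fat body replicate 1, on ovary genes, on fat body RNA in hemocytes, on immune effector transcripts, on a fixed loss of transcripts, on genes above 0 after thinning and of gene length as an explanation, as well as voom, were chosen only after the result was seen. The other tests, and the fit with the length trend removed, were set up before.

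Infected fat body replicate 1 lay nearer to the controls than the other 2 infected libraries. An untreated library under an infection label is excluded, since 11 of its 12 tested AMP genes lay above every fat body control, where chance gives 25% for 1 library against 3. Lower depth is excluded as well, as its 4903838 reads are 100.5% of the mean of the other infected libraries. A weaker infection of this 1 animal is consistent with these values, but so is a delayed response, and neither was tested.

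Ribosomal protein genes of the fat body did not change together after sterile injury. Their 85 log2 fold changes ranged from -0.91 to 5.78 with an SD of 1.89, which is 2.79 times their root mean square standard error of 0.68. One common change of all these genes with measurement error is therefore excluded. With a trend on exon length removed, the SD was 1.87, and with every library thinned to 1835922 reads it was 1.91, which excludes gene length and the lower depth of the controls as the whole cause. Many of these genes were at low levels in fat body controls, with a median of 27.1 TPM and 61 of 85 under 100 TPM, against a median of 1493 TPM and 9 of 85 in hemocyte controls. Of the 61, 34 were at 1000 TPM or more in hemocyte controls, which excludes for them a fixed loss in cDNA synthesis or amplification that is the same in every library. For the other 27 such a loss and a low true level cannot be told apart, because they were also lower in hemocytes. A loss that varies with the library, as with the amount or quality of RNA, stays open for all of them, and it could also produce unequal changes. A regulation of single ribosomal protein genes by injury stays open as a hypothesis, and was not tested apart from such a loss.

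Over all genes tested in hemocytes after sterile injury, the median log2 fold change was above 0. It was 0.67 over 6588 genes and 0.64 after every hemocyte library had been thinned to 543778 reads, so lower depth of the controls is excluded as the cause. After thinning, controls still had 3517 to 4603 genes above 0 and sterile injury libraries 5117 to 6095 (two-sided exact permutation test, p = 0.0079, the smallest value for 5 against 4). Fewer starting molecules in the control pools may explain this difference, and so may fewer kinds of transcripts in the cells, and the deposited values do not separate these. Until this is settled, upregulation after sterile injury of genes listed at 0 in hemocyte controls can in part reflect detection. Infected libraries had 3934 to 5674 genes above 0 after thinning, which overlaps the controls. For infection this difference was not tested, so a part of detection stays open there.

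The ovary gene dhd fell by 3.29 on the log2 scale in infected hemocytes (adjusted p = 0.0063 from limma, but 0.120 with the length trend removed) and was below all controls in each infected library, with 3620 to 11028 TPM in controls and 184 to 1873 TPM after infection. A list of ovary genes held 11 tested genes in hemocytes, 6 of which the fat body libraries also express. Apart from dhd, 9 of 10 were lower after infection, with a mean difference of -2.79 and a two-sided exact permutation p = 0.0159. Less RNA of ovary cells in the infected libraries is thus a candidate explanation. After sterile injury dhd fell by 2.62 (exact p = 0.0079), whereas the mean of the other ovary genes differed by -0.26 (two-sided exact permutation p = 0.810) with 5 of 10 lower, so ovary RNA and a change in hemocytes cannot be told apart there. In that group, replicate 4 held 50657 TPM of ovary genes, against 683 to 2175 TPM in the other 4. In controls dhd made up 81.6% of the TPM of the list, and the next gene reached 1459 TPM.

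AMP genes were at high TPM in infected hemocytes. RNA of the fat body as the source is excluded for AttD, at 47.6 TPM or more in infected hemocytes and at most 0.445 TPM in infected fat bodies. For Dro, every infected hemocyte library also lay above every infected fat body library. The margin was small, with at least 132.9 TPM in hemocytes against 5.83 to 116.6 TPM in the fat body. This source is therefore not excluded for Dro. The mean of 13 of 14 AMP genes was also above every infected fat body library. For genes other than AttD and Dro, only 1 (Mtk) to 4 of 5 hemocyte libraries lay so high, so this source is not excluded for them either. The mean of DptA, 21850 TPM, was below the highest infected fat body library, at 29304 TPM. Abundant transcripts of the fat body were nevertheless present, with medians of 28041 TPM in hemocyte libraries and 118138 TPM in the fat body for CG2233, and 13777 and 89769 TPM for Nplp2. Expression of these 2 genes in hemocytes was not tested, so a contribution of fat body RNA to other genes stays open. The higher AMP levels in hemocytes remain a biological hypothesis, for TPM shares alone.

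Ribosomal protein genes of infected hemocytes had a median log2 fold change of -0.29. Immune effector transcripts took 1.55% to 43.9% of TPM in infected libraries and at most 1.48% in controls, and with 29 of these genes left out and TPM rescaled the median was -0.018. A larger share of immune effector transcripts is thus consistent with the lower value. Gene length is a further candidate explanation, because the median was 0.62 with the length trend removed. Ribosomal protein genes are short, with a median exon length of 921.5 bases against 2013 bases over all genes tested. In other splits of the libraries, 25 of 100 gave a p as small in limma's camera. A biological decrease was not shown.

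The lists of genes typical of other tissues gave few calls. Of muscle genes, 10 were tested in the fat body and 11 in hemocytes, and 0 passed in limma or voom in any comparison with controls, over all genes or adjusted over the list alone, with at most 1 gene at an unadjusted p under 0.05. The same holds for the 7 tested genes of the circadian clock in each organ. Of 8 gut genes LManV passed in the fat body after sterile injury, and of 4 neuron genes para did (para and Appl adjusted over the list alone), while in hemocytes 0 of either list passed in limma or voom, or had an unadjusted p under 0.05. Of the ovary genes dhd alone passed over all genes in limma, after infection of hemocytes, whereas voom called dhd and otu there and dhd after sterile injury. After infection AGO3, dhd, gnu, osk and otu passed adjusted over the list alone. In this way AGO3 also passed in the infected fat body and dhd in hemocytes after sterile injury. Summed TPM of a list differed widely between hemocyte libraries of 1 group. Muscle genes held 44.1 to 4792 TPM in controls and 51.0 to 7968 TPM after infection, and gut genes 310.2 to 12915 TPM in controls.

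Among the organ markers, Pex11 and AkhR passed in the fat body after sterile injury, over all genes and adjusted over the list alone, and 0 passed in the other comparisons with controls in limma or voom, with at most 2 of a list at an unadjusted p under 0.05. Of the housekeeping genes, RpS20 passed in the fat body after sterile injury both ways, alphaTub67C passed adjusted over the list alone in infected hemocytes, and 0 passed elsewhere in limma or voom, with at most 2 at an unadjusted p under 0.05. RpL13 and RpL32, the reference genes of the paper's qRT-PCR, were at 3.80 to 6.34 TPM and 5.84 to 11.5 TPM in fat body controls. In hemocyte controls RpL32 was at 1057 to 1883 TPM. The list of 11 genes that the paper names for hemocytes gave 2 calls in infected hemocytes over all genes (AttC and CG18067) and 6 adjusted over the list alone, and 0 and 5 (AttC, CG18067, Cortactin, Gnmt and Tsf1) after sterile injury, where limma gave 6 at an unadjusted p under 0.05 and voom called 0. In the fat body it gave 0 and 2 (AttC and IMPPP) after infection, with 2 at an unadjusted p under 0.05 and 0 called by voom, and the same 3 genes both ways (AttC, IMPPP and Vha36-1) after sterile injury. The paper chose these genes on the same libraries, so the counts adjusted over the list alone are not independent evidence. The phagocytosis and actin genes gave 0 calls in limma in each of the 4 comparisons, both ways, with 2 and 6 genes at an unadjusted p under 0.05 in the fat body after infection and sterile injury, and 4 and 5 in hemocytes. Voom called Cortactin in infected hemocytes.

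Between infected and sterile injury hemocytes, V-ATPase genes were higher as a set, with a median of 0.50 (limma camera, adjusted p = 0.0037) and 81.2% of genes above 0. This call was lost with fry and with an estimated correlation, and 9 of 100 splits gave a p as small. For the difference between the organs, the 5 genes with the smallest p were CG11929 (1.57), RpS18 (-4.93), CG31924 (1.68), CG11666 (1.32) and Osi10b (1.29), each as a log2 difference, with adjusted p-values of 0.0576 to 0.135 in limma. Among the 5 called genes with the largest changes in sterile injury fat bodies are CG10332 (7.46) and IM18 (7.46), which share the same coordinates in the annotation, and reads cannot be assigned to one of them.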
